# The systemic tumor response to RNase A treatment affects the expression of genes involved in maintaining cell malignancy

**DOI:** 10.18632/oncotarget.20228

**Published:** 2017-08-12

**Authors:** Nadezhda Mironova, Olga Patutina, Evgenyi Brenner, Alexander Kurilshikov, Valentin Vlassov, Marina Zenkova

**Keywords:** antitumor ribonucleases, RNase A, sequencing, metabolism of cancer cells, cancer-related pathways

## Abstract

Recently, pancreatic RNase A was shown to inhibit tumor and metastasis growth that accompanied by global alteration of miRNA profiles in the blood and tumor tissue (Mironova et al., 2013). Here, we performed a whole transcriptome analysis of murine Lewis lung carcinoma (LLC) after treatment of tumor-bearing mice with RNase A. We identified 966 differentially expressed transcripts in LLC tumors, of which 322 were upregulated and 644 were downregulated after RNase A treatment. Many of these genes are involved in signaling pathways that regulate energy metabolism, cell-growth promoting and transforming activity, modulation of the cancer microenvironment and extracellular matrix components, and cellular proliferation and differentiation. Following RNase A treatment, we detected an upregulation of carbohydrate metabolism, inositol phosphate cascade and oxidative phosphorylation, re-arrangement of cell adhesion, cell cycle control, apoptosis, and transcription. Whereas cancer-related signaling pathways (e.g., TGF-beta, JAK/STAT, and Wnt) were downregulated following RNase A treatment, as in the case of the PI3K/AKT pathway, which is involved in the progression of non-small lung cancer. RNase A therapy resulted in the downregulation of genes that inhibit the biogenesis of some miRNAs, particularly the let-7 miRNA family.

Taken together, our data suggest that the antitumor activity and decreased invasion potential of tumor cells caused by RNase A are associated with enhanced energy cascade functioning, rearrangement of cancer-related events regulating cell growth and dissemination, and attenuation of signaling pathways having tumor-promoting activity. Thus, RNase A can be proposed as a potential component of anticancer therapy with multiple modes of action.

## INTRODUCTION

Over the past three decades, remarkable progress has been made in clarifying the mechanisms of cancer pathogenesis, encouraging the development of novel therapeutic strategies. Tumor development is accompanied by a variety of disorders, such as fast unlimited proliferation, resistance to tumor suppressors, loss of the initial differentiation, cell death resistance, replicative immortality, reprogramming of energy metabolism, evasion from immune surveillance, induction of angiogenesis, infiltrated growth and dissemination [1]. Chemotherapy remains the standard cancer treatment but is limited to universal impact on the proliferative properties of the tumor, which results in a loss of efficiency in some cases. Work addressing the properties and functioning of tumor cells has enabled the development of targeted anticancer drugs, focused on those mechanisms necessary for tumor growth and progression. Over the last decade, the introduction of targeted therapies into clinical practice has increased the survival rate of cancer patients. Nevertheless, the most important feature of malignant disease is the deployment of regulatory cascades directed to maintaining tumor cell survival, thus enabling the damaged cells to adapt to a selective pressure and elude narrowly focused therapeutic effects. The complexity of the process of malignant transformation is enhanced by the fact that tumor is capable of recruiting the neighboring normal cells that form a tumor microenvironment and enhance tumor progression [1]. As a result, the tumor is a heterogeneous tissue containing regions of various degrees of differentiation, vascularity, migratory potential and, thus, possessing complicated intra- and extra-cellular regulation. Thus, to overcome the heterogeneity, dynamism of molecular profile, and flexibility of regulation necessary for the survival of tumor cells, requires the application of drugs of multifactor action. The impact on the regulatory system of the tumor, controlling simultaneously multiple signaling pathways, can allow preventing the development of adaptive resistance of the tumor and appears to be an effective approach to struggle with neoplasia.

A rapidly growing amount of data indicates that miRNAs have a significant regulatory role in the vital activity of tumor cells [2, 3]. Hundreds of distinct miRNAs interact with target genes and operate as an important part of a large regulatory network, promoting tumorigenesis [2, 3]. Thus, ribonucleases, enzymes that can damage RNA and inhibit RNA-dependent regulatory processes in the tumor, represent promising alternative to conventional DNA-damaging agents and targeted drugs. It has been shown that the application of RNases as antitumor therapeutics helps to counterbalance the pathological molecular changes that occur within tumor cells and, thus, to control their malignant behavior. The antitumor and antimetastatic activity, as well as general system effects, of natural RNases have been demonstrated (e.g., BS-RNase from bovine testis [4-7], onconase from oocytes of *Rana pipiens* [8-10], bovine pancreatic RNase A [11-13], and microbial RNases [14-17]). The antitumor effects of Onconase [18, 19] and RNase A [20] were shown to be associated with an alteration in miRNA profiles in tumor cells. In malignant pleural mesothelioma cell lines, onconase was shown to significantly upregulate hsa-miR-17 and downregulate hsa-mir-30c, resulting in NFk-β inhibition and an increase in the chemosensitivity of tumor cells [18]. Onconase also downregulates intracellular miRNAs by cleaving miRNA precursors in Msto-211h mesothelioma cells [19].

Recently, using two murine tumor models, our group has shown that the pancreatic RNase A is capable of retarding primary tumor growth and efficiently inhibiting the development of metastases [11-13]. Using a murine Lewis lung carcinoma (LLC) model, we examined tumor and blood miRNA profiles after RNase A treatment and found that the antitumor and antimetastatic activities of the enzyme were associated with an increase in tumor miRNAs and decrease in serum miRNAs [20]. Because of the regulatory role of miRNAs, here we performed a whole transcriptome analysis of LLC following RNase A treatment by SOLiD™ sequencing. By this approach, we were able to identify key genes and event cascades crucial for the tumoricidal and invasive properties of tumor cells and, thus, explain the observed antitumor activity of the enzyme.

## RESULTS

### Design of the experiment and sequencing

RNase A treatment was shown to alter the tumor and blood miRNA profiles of LLC-bearing mice [20], decreasing the invasive potential of tumor cells and metastasis spreading [11-13]. Because there is still no evidence that RNase A penetrates into tumor cells or evades cytosolic ribonuclease inhibitor RI, it should be assumed that the observed effect is a systemic response of the tumor to treatment. Here, by SOLiD™ sequencing, we performed whole transcriptome analysis of LLC after treatment with RNase A and attempted to identify changes in the expression of key tumor survival cells.

A scheme of the experiment is shown in Figure 1. Following on protocol from our previous work [13, 20], two groups of mice with intramuscularly (i.m.) implanted LLC were treated with either saline buffer or RNase A. On the 15^th^-day post LLC transplantation and after ten injections of RNase A, tumor samples were collected and pooled according to groups. Total RNA was isolated and depleted of rRNAs. L_C_ (saline treated) and L_R_ (RNase A treated) cDNA libraries were prepared and sequenced using a SOLiD™ ABA 5.5 platform. 

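Lewis lung carcinoma is a mouse lung tumor line, and it was grown here in the thigh muscle. Tumors of 10 mice per group were pooled before RNA isolation, so each group is represented by 1 library and no difference between L_C_ and L_R_ has a replicate check. The mice received 10 injections of saline or of RNase A, a pancreatic ribonuclease, at 0.7 μg/kg from day 4, and tumors were taken on day 15, 60 min after the last injection. The sample labels name the libraries by the time before and after the treatment, whereas the paper describes parallel groups that received saline or RNase A. The libraries were assigned by the paper's description. The authors mapped reads of 50 nt with Bioscope v. 1.3 and obtained 1 value per gene and library with Cufflinks v. 2.0.1. The deposited values are FPKM, that is, fragments relative to transcript length and library size, and the paper calls them RPKM. The table lists 23778 genes by their symbols. Of these, 19202 were above 0 in L_C_ and 17940 in L_R_, and 3517 were at 0 in both. The positions listed for the genes overlapped the GRCm38 positions of 99.4% of 20849 symbols and the NCBI37 positions of 12.6% of 21395, and every position given here is in GRCm38 coordinates. Ratios L_R_/L_C_ were computed from the values as deposited, without a pseudocount, for 10553 genes with a mean of at least 1 FPKM over both libraries.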

The total numbers of reads for the L_C_ and L_R_ libraries were 5.3 × 10^7^ and 3.1 × 10^7^, respectively.

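The deposited values carry no read numbers, but low values rise in steps of whole reads. In genes with a single annotated transcript, 63.1% of the low values (3234 genes) fell within 0.02 of a whole number of reads when 200 nt were taken off the transcript length, against 9.58% to 15.4% with other lengths taken off. On this scale, the FPKM correspond to 10328733 reads in L_C_ and 6658720 reads in L_R_. The value of 1 read was 1.55 times higher in L_R_ than in L_C_, while the ratio of the paper's totals is 1.71. The values use the former numbers. Reads were estimated from the FPKM and the median transcript length for 9836 (93.2%) of the genes with a mean of at least 1 FPKM, with a median of 146 reads per gene in L_C_ and 89 in L_R_. The estimates summed to 2985131 reads on coding genes in L_C_ and 1838052 in L_R_. For a transcript of 1200 nt, 1 read gives 0.0968 FPKM in L_C_ and 0.150 FPKM in L_R_, and the limit that a count of 0 allows (3 reads) is 0.290 and 0.451 FPKM. Intervals given for a log2 ratio are exact 95% Clopper-Pearson intervals of the estimated reads. They cover counting error only, not the differences between mice or between preparations. Small RNA genes held 98.7% of the FPKM sum in L_C_ and 98.6% in L_R_, so the sums were not used to scale the libraries. A value of exactly 0 can be a failed estimate, since some ribosomal protein genes are at 0 too, and such a gene is reported as listed at 0.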

**Figure 1:**
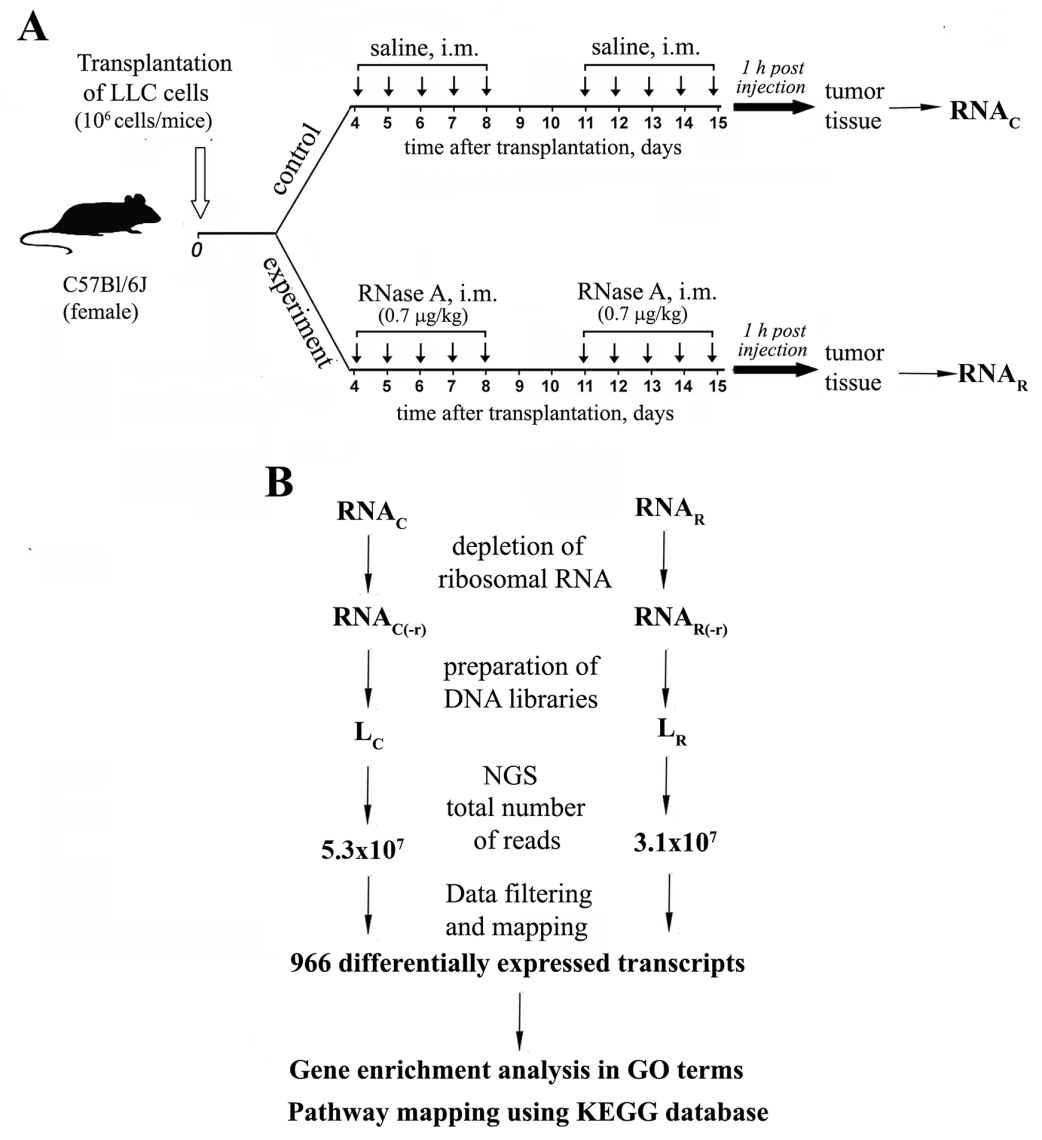
Experimental design and data mining **(A)** Mice with i.m. transplanted LLC were treated with saline or RNase A at a dose of 0.7 μg/kg for 10 days starting on the 4^th^ day after tumor transplantation. At 1 h after the last injection, tumor tissue samples were collected. **(B)** Total RNA was isolated and pooled according to groups. mRNA fractions were enriched by ribosomal RNA depletion and used for the construction of cDNA libraries. Libraries were sequenced using the standard SOLiD™ V5.5 (Applied Biosystems) protocols. Reads were mapped to the *Mus musculus* reference genome (version NCBI37), and analysis of differential expression was performed. Differentially expressed transcripts were annotated to GO terms and analyzed using KEGG database to assign pathway mapping.

### Gene annotation

Reads were mapped to the *Mus musculus* reference genome (version NCBI37) using Bioscope software v.1.3. (ABI, USA). The differential expression analysis revealed 966 differentially expressed transcripts (qFDR < 0.05), of which 322 were upregulated and 644 were downregulated in the tumor tissue of the L_R_ group, compared to the L_C_ group (Figure 2).

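The q-values behind the volcano plot were not used here. As an alternative, a two-sided binomial test was run on the estimated reads of 17797 genes. It compares these libraries, not the treatments, because counting error is the only error it knows. With Benjamini-Hochberg adjustment, 2064 genes had an adjusted p-value under 0.05, of which 741 were higher and 1323 lower in L_R_. The number depended on the transcript length behind the estimate, a choice examined after seeing the data. It was 3051 genes with the longest transcript of each gene and 1243 with the shortest. Among the 9836 genes with an estimate and a mean of at least 1 FPKM, the interval lay wholly above a ratio of 1 for 1198 genes and wholly below it for 2110.

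**Figure D1:**
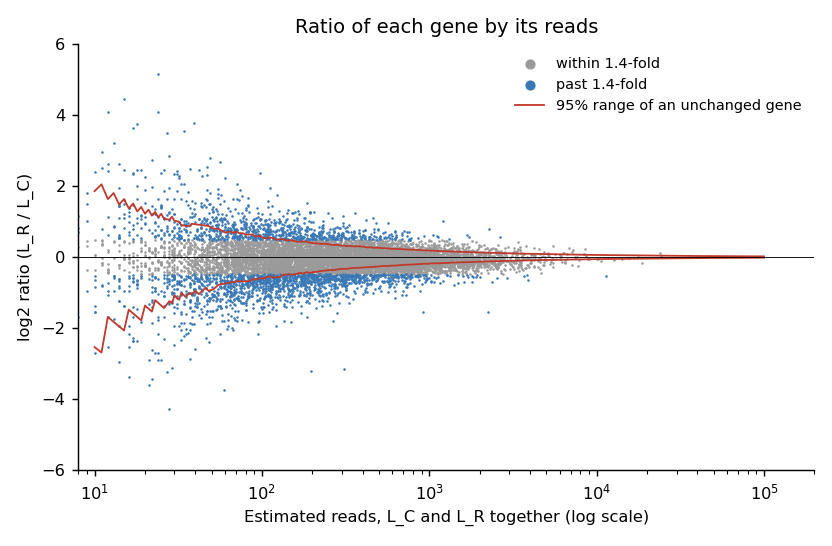
Log2 ratio (L_R_/L_C_) of each gene with a mean of at least 1 FPKM against its estimated reads in both libraries together (log scale). Blue dots are genes past 1.4-fold, gray dots are the others, and the red lines hold 95% of the ratios that counting error gives an unchanged gene. Below 100 reads many unchanged genes would pass 1.4-fold.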

**Figure 2:**
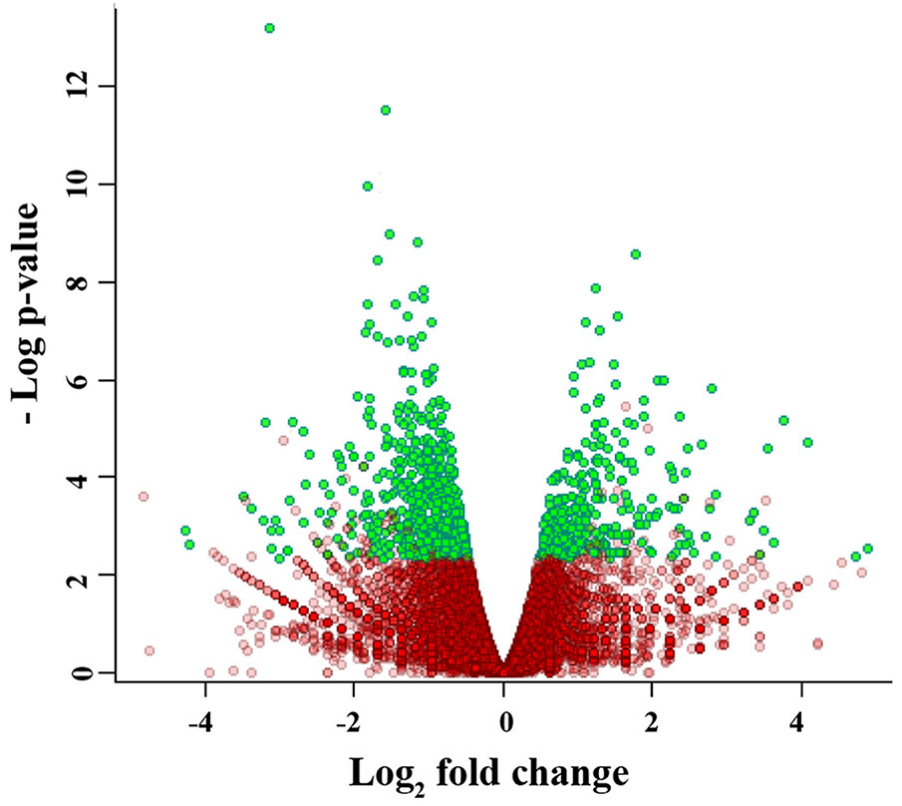
Volcano plot of the gene expression data Green dots represent the genes for which transcription level was significantly different between samples of treated and untreated mice.

By gene ontology (GO) analysis (Biological Process [BP], Molecular Function [MF] and Cellular Components [CC]), we found that, for BP, most of the significant changes in expression were observed in genes involved in metabolic and cellular processes (GO:0008152 and GO:0009987), biological regulation (GO:0065007), and response to stimulus (GO:0050896) (Figure 3). For MF, catalytic activity (GO:0003824) and binding (GO:0005488) were the most regulated terms. For CC, the major changes were observed in GO:0044464 (cell part) and GO:0043226 (organelle) (Figure 3).

**Figure 3:**
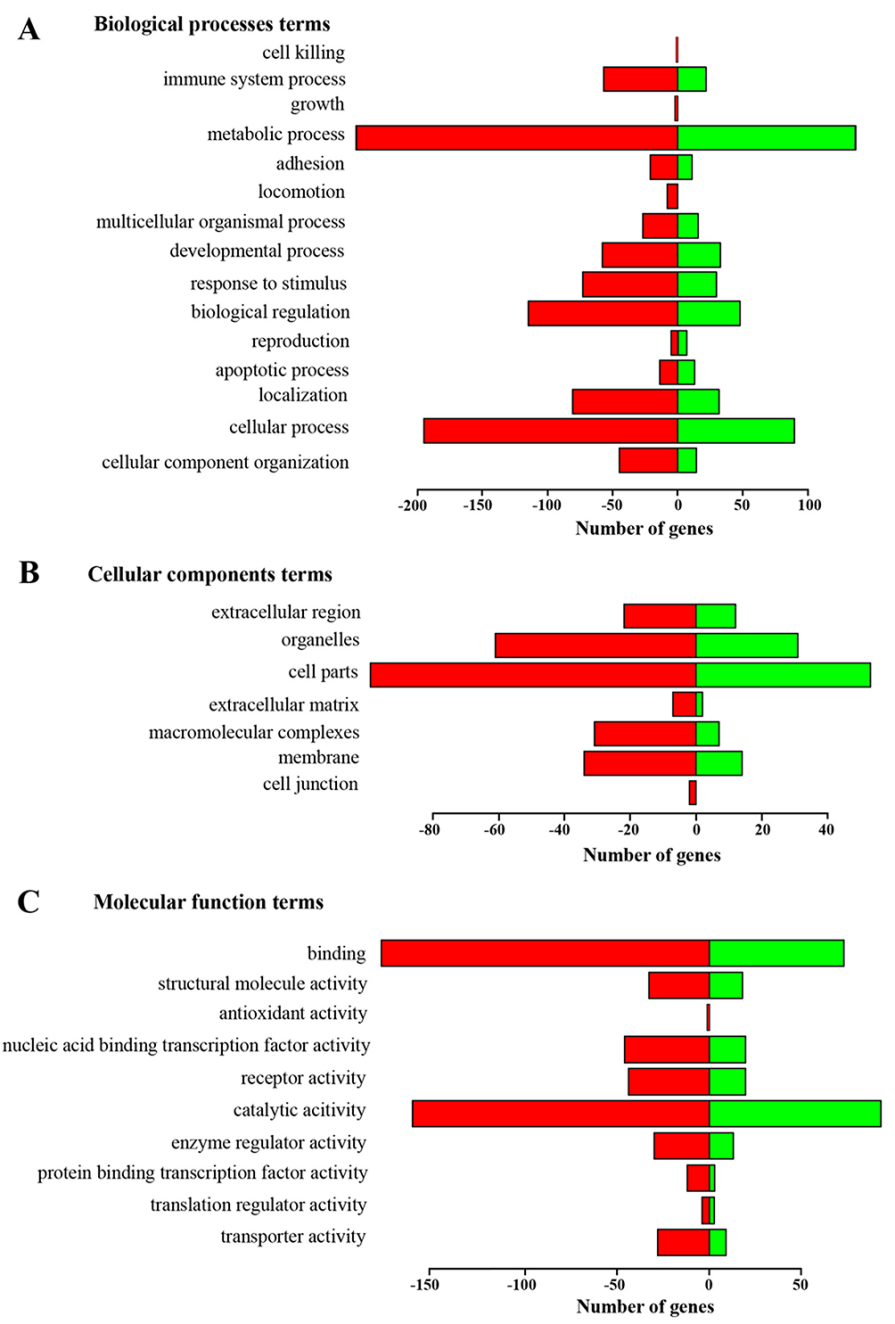
Functional annotation of genes changed more than 1.4-fold in tumor tissue of LLC-bearing mice after treatment with RNase A based on gene ontology (GO) categorization **(A)** Biological Process [BP]. **(B)** Molecular Function [MF]. **(C)** Cellular Components [CC]. The green bars show the number of genes enriched in the sample of treated mice; red bars show the number of genes with decreased transcription in a group of treated mice.

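With the values as deposited, 1081 genes were higher by more than 1.4-fold in L_R_ and 1819 were lower, so that 62.7% of the changed genes were lower. The median log2 ratio of the genes with a mean of at least 1 FPKM was -0.08. When the median ratio was set to 1, the numbers became 1365 higher and 1469 lower (51.8% lower). With each library divided by its 75th percentile they were 1379 and 1448 (51.2% lower). The numbers changed most without the filter on low values, to 4550 higher and 6166 lower among 20261 genes. At the estimated reads, unchanged genes would give 355 genes higher and 413 lower past the limit by counting error alone, against 944 and 1575 observed among the genes with an estimate. The interval lay wholly beyond 1.4-fold for 151 genes higher in L_R_ and 235 lower. Of the genes with a mean of at least 5 FPKM, 100 were listed at 0 in 1 library, 98 of them small RNA genes. Among those above 0 in both, the largest ratios belonged to the microRNA genes Mir100 (78.3 FPKM in L_C_ and 2064 FPKM in L_R_), Mir146 and Mir125b-2 and to AA465934 and 1600020E01Rik. The smallest belonged to Mir1893, Mir31, Mir500, Snord45b and Npcd. Of these, only Npcd has an estimate of reads (183 and 13 reads, log2 ratio -3.20, interval -4.12 to -2.37). None of the genes with the largest ratios has such an estimate. The paper made its libraries from the long RNA fraction, separated from the short RNA. The values of small RNA genes may therefore not reflect their levels in the tumors.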

### Analysis of sequencing data

We used the online KEGG Automatic Annotation Server to assign the obtained gene sequences to those metabolic pathways with significance for cancer progression and cancer-related pathways promoting cell growth and transformation. Data were also analyzed using the Gene Card database. By this approach, we were able to identify tumor inductors and suppressors and miRNA-associated genes, as well as transcription activators, repressors, regulators, and transcription factors (Table 1 and Supplementary Tables 1 –4). In our analysis we took into account a number of up- and downregulated genes in L_R_ in comparison with L_C_ and their involvement in regulation of pathways being important for survival of tumor cell.

**Table 1:** Pathways affected by RNase A in tumor cells

Pathway or event	Up-regulated^a^	Down-regulated^b^	p-Value^c^
**Metabolic pathways**			
Amino sugar and nucleotide sugar metabolism, amino acids and nucleotide metabolism	**4:** *Uap1l1*, *Mtap*, *Cant1*, *Impdh2*	**8:** *Nos2*, *Dguok*, *Adprm*, *Twistnb*, *Setdb2*, *Ha*l, *Amdhd1*, *Gnpnat1*	9.373E-4
Carbohydrate metabolism	**9:** *Pgls*, *Gaa*, *Bpgm*, *Mcee*, *B4galt2*, *Xylb*, *Pdk4*, *Aldoc*, *Lalba*	**8:** *Eno3*, *Galnt3*, *Alg10b*, *Csgalnact2*, *Alg6*, *Ndst2*, *Gxylt1*, *Xylt1*	1.427E-13
Cytochrome P450-associated metabolism	**1:** *Akr7a5*	**3:** *Hsd11b1*, *Cyp27b1*, *Cyp26b1*	2.075E-4
Inositol phosphate	**5:** *Impa1*, *Gpaa1*, *Ip6k2*, *Plcd1*, *Pigb*	**1:** *Pi4k2b*	
Metabolism of lipids and fatty acids	**11:** *Ech1*, *Hadh*, *Eci2*, *Acadvl*, *Pld3*, *Cbr4*, *Acat2*, *Phospho1*, *Plcxd2*, *Acsbg1*, *St3gal5*	**7:** *Agpat2*, *Cd5l*, *Mcat*, *Elovl6*, *Lipt1*, *B4galt6*, *B3galnt1*	2.848E-11
Oxidative phosphorylation	**6:** *Ndufv3*, *Cox8a*, *Foxred1*, *Ndufb11*, *Bcs1l*, *Cox18*	**3:** *Cox7b*, *Ndufa5*, *Atp8b4*	7.042E-9
Nicotinate and nicotinamide metabolism	**2:** *Nmnat3*, *Art5*	**1:** *Bst1*	5.239E-6
Glutathione metabolism	**2:** *Chac1*, *Haghl*	**3:** *Gclm*, *Gss*, *Gpx7*	2.322E-7
**Cancer-related events**			
Angiogenesis	**2:** *Adamts10*, *Robo4*	**4:** *Cxcl5*, *Filip1l*, *Smoc2*, *Angptl1*	- ^d^
Apoptosis	**8:** *Pcbp4*, *Steap3*, *Ctsh*, *Faim*, *Pycard*, *Plekhf1*, *Nol3*, *Dapk1*	**12:** *Lcn2*, *Ctsc*, *Gzmb*, *Hipk3*, *Phlda1*, *Bcl2l2*, *Casp9*, *Ctso*, *Casp12*, *Coro2a*	4.643E-9
Cell adhesion, migration, invasion	**8:** *Rap2a*, *Myl12b*, *Emp2*, *Ptpn14*, *Bcas3*, *Abi3*, *Ajap1*, *Jup*	**12:** *S100a4*, *Col1a1*, *Cav2*, *Rab1*, *Thbs1*, *Rasgrf1*, *Shc4*, *Lrg1*, *Cxcl5*, *Itga7*, *Smoc2*, *Ccnd2*	1.024E-11
Cell cycle control, transformation	**4:** *Usp10*, *Mad2l2*, *Cdc26*, *Rnf122*	**5:** *S100a9*, *Nedd8*, *Incenp*, *Cenpw*, *Nudt6*	2.000E-3
**Cancer-related signaling pathways**			
PI3K/AKT signaling pathway**	**3:** *Angpt2*, *Il2rb*, *Hsp90aa1*	**12:** *Col1a1*, *Thbs1*, *Il4ra*, *Csf3*, *Jak2*, *Tnc*, *Jak3*, *Itga7*, *Csf3r*, *Il7r*, *Ccnd2*, *Itga4*	2.827E-24
RAS signaling pathway	**4:** *Rras*, *Grap*, *Angpt2*, *Rgs14*	**4:** *Rasgrf1*, *Kras*, *Shc4*, *Pld1*	9.345E-10
MAPK signaling pathway	**6:** *Rras*, *Trib3*, *Map3k6*, *Hspa1b*, *Lamtor1*, *Dok4*	**11:** Ccl7, Dusp6, Il1b, Cd14, *Rasgrf1*, *Stk24*, *Il1r2*, *Ccl5*, *Map2k4*, *Hspa2*, *Itgax*	1.869E-13
TGF-β signaling pathway	**2:** *Fam89b*, *Fmod*	**6:** *Ccl7*, *Thbs1*, *Ccl5*, *Acvr1b*, *Rbx1*, *Fst*	2.863E-8
Wnt signaling pathway	**5:** *Serpinf1*, *Wnt8a*, *Vangl1*, *Bcl9*, *Shisa2*	**7:** *Chd8*, *Lrrfip2*, *Dkk2*, *Hmgxb4*, *Rbx1*, *Lgr4*, *Ccnd2*	8.037E-13
JAK-STAT pathway	**2**: *Il12rb1*, *Il2rb*	**11:** *Ccl7*, *Il4ra*, *Shcbp1*, *Ccl5*, *Csf3*, *Jak2*, *Jak3*, *Csf3r*, *Il21r*, *Il7r*, *Ccnd2*	4.607E-18
Calcium signaling pathway	**3:** *Tnnc2*, *Camk2g*, *Tnnc1*	**2:** *P2rx7*, *Tnc*	
**MicroRNA in cancer**	-	**5**: *Ezh2*, *Lin28a*, *Zcchc6*, *Tnrc6a*, *Zcchc11*	8.498E-7
**Cancer-associated**	-	**12:** *Orai1*, *Dpp3*, *Arhgef1*, *Steap1*, *Arhgef11*, *Skp2*, *Tpd52*, *Mllt11*, *Laptm4b*, *Rfng*, *Ehbp1*, *Rbm6*	- ^d^
**Tumor suppressors**	**3:** *Cyb561d2*, *Trit1*, *Pdgfrl*	**4**: *Armcx1*, *Brca2*, *Tssc1*, *Scai*	- ^d^

^a^Data are presented in Supplementary Table 1.

^b^Data are presented in Supplementary Table 2.

^c^p-Value was calculated using tool for transcriptome annotation based gene list functional enrichment analysis ToppFun (https://toppgene.cchmc.org).

^d^Genes belonging to biological process on the base of Gene Card data.

Genes changed more than 1.4 folds in tumor tissue of LLC-bearing mice after treatment with RNase A were assigned to metabolic and cancer-related pathways based on KEGG annotation and analysis by Gene Card.

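Supplementary Tables 1-4 hold 309 entries for 280 genes, and all 280 were found in the deposited table. All 280 changed in the direction the tables give, and 277 of them by more than 1.4-fold. The exceptions were Pi4k2b, Il4ra and Mll1. The study chose these genes on the same libraries, so their direction is not independent evidence. The direction held under both other scalings and both pseudocounts, and the smallest number past 1.4-fold under these alternatives was 267, with a pseudocount of 1 or with 75th percentile scaling. The median of the estimated reads was 94.5 in L_C_ and 54.5 in L_R_. The interval excluded a ratio of 1 for 267 of the 276 genes with an estimate, and it held 1 for Bpgm, Phospho1, Acsbg1, Hsp90aa1, Alg6, Lipt1, Scai, Zfp81 and Dlx1. In 23 genes more than 10% of the 50-nt windows of the exons occur at another place in the genome, so that their reads could be split between copies. By category, 76 entries (24.6%) belonged to metabolic pathways, 56 (18.1%) to cancer-related events and 78 (25.2%) to signaling pathways. Transcription had 73 entries (23.6%), cancer-associated genes and tumor suppressors 21, and miRNA processing 5 (1.62%).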

We found that, in tumor tissue, RNase A treatment alters the expression of genes involved in metabolic pathways (25.1%), cancer-related events (responsible for cell growth, modulation of the cancer microenvironment and extracellular matrix components [17.9%]), pathways responsible for cell growth promoting and transforming activity (25.4%), transcription regulation (23.5%), tumor inductors and suppressors (6.2%), and miRNA-processing machinery (1.6%) (Table 1 and Supplementary Tables 1 –4).

### Metabolic cascades and pathways

The most significant alterations in gene expression were observed for the following metabolic pathways: amino sugar and nucleotide sugar metabolism; amino acids and nucleotide metabolism (four upregulated and eight downregulated genes, Table 1); carbohydrate metabolism (nine upregulated and eight downregulated genes, Table 1); metabolism of lipids and fatty acids (eleven upregulated and seven downregulated genes, Table 1). 

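In amino sugar, nucleotide sugar, amino acid and nucleotide metabolism, the 4 upregulated genes had log2 ratios from 0.60 (Uap1l1) to 1.43 (Impdh2), and the 8 downregulated genes from -0.64 (Nos2) to -2.45 (Gnpnat1). Both ends are uncertain, since 91.2% of the windows of Impdh2 and 66.7% of those of Gnpnat1 are repeated in the genome. In carbohydrate metabolism, the 9 upregulated genes began at 0.54 (Gaa) and reached 1.90 in Aldoc (14 and 33 reads), with Lalba listed at 0 in L_C_. The 8 downregulated genes went from -0.60 (Csgalnact2) to -1.58 (Xylt1). In the metabolism of lipids and fatty acids, 11 genes were upregulated, from 0.53 (Ech1) to 2.44 (St3gal5, with 16.8% of its windows repeated), and 7 were downregulated, from -0.87 (Mcat) to B3galnt1 (30 and 3 reads, interval -5.04 to -1.00). To describe whole pathways, gene lists were written from gene function before the data were examined, and the median log2 ratio of each list was set against 10000 random lists of the same size matched on mean expression. The percentile describes these libraries and is not a p-value. The 23 genes of fatty acid beta-oxidation had a median log2 ratio of 0.18, at percentile 99.7, with 17 genes higher in L_R_; 5 of them are among the genes the study listed. Leaving out those 5 genes, which the study had picked for their change, moved this list most, to percentile 98.2 (an alternative chosen after seeing the data). The 16 genes of glycolysis had a median of 0.09, at percentile 93.8.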

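Among the listed genes of oxidative phosphorylation, the 6 upregulated genes had log2 ratios from 0.60 (Foxred1, 141 and 138 reads) to 1.63 (Cox18, 24 and 47 reads), and all 6 intervals excluded a ratio of 1. Cox8a and Ndufb11 are uncertain because more than 10% of their windows are repeated in the genome. The 3 downregulated genes went from -0.83 (Ndufa5) to -1.30 (Atp8b4). In inositol phosphate metabolism, the 5 upregulated genes reached 1.48 in Ip6k2, with an interval from 0.78 to 2.15. The downregulated gene, Pi4k2b, fell by 0.48 on the log2 scale (interval -0.67 to -0.30), which is just under 1.4-fold.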

Oxidative phosphorylation (OXPHOS, six upregulated and three downregulated genes, Table 1, Supplementary Figure 1) and inositol phosphate metabolism (five upregulated and one downregulated genes, Table 1) were among those metabolic cascades that also undergo changes after RNase A treatment. 

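The Impa1 gene lies on chromosome 3 from 10313540 to 10331439. Its value was 15.8 FPKM in L_C_ and 22.6 FPKM in L_R_. The log2 ratio of 0.51 had an interval from 0.30 to 0.72.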

Among key components of inositol phosphate metabolism, we observed upregulation for inositol(myo)-1(or 4)-monophosphatase 1 (*Impa 1*), an enzyme that dephosphorylates myo-inositol monophosphate to generate free myo-inositol, a precursor of phosphatidylinositol, and thus an important modulator of intracellular signal transduction (Supplementary Table 1).

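Akr7a5 of cytochrome P450-associated metabolism had a log2 ratio of 0.78 (interval 0.25 to 1.29), and the 3 downregulated genes of this group went from -1.01 (Cyp27b1, 76 and 24 reads) to -2.20 (Cyp26b1, 52 and 7 reads). In nicotinate and nicotinamide metabolism, Nmnat3 and Art5 rose by 1.08 and 1.63 on the log2 scale, and Bst1 fell by 1.09. In glutathione metabolism, the ratios of Chac1 and Haghl were 0.93 and 1.72. Of the 3 genes lower in L_R_, Gclm fell by 0.67 (860 and 347 reads), and Gpx7 had 22 and 2 reads (interval -5.96 to -0.80).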

We also detected changes in cytochrome P450-associated metabolism (one upregulated and three downregulated genes, Table 1), nicotinate and nicotinamide metabolism (two upregulated and one downregulated genes, Table 1), and glutathione metabolism (two upregulated and three downregulated genes, Table 1).

### Cancer-related events

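In angiogenesis, 3 genes are listed as upregulated, and Robo4 had the largest log2 ratio of 1.04 (38 and 50 reads). The 4 downregulated genes went from -0.98 (Filip1l) to Angptl1, which had 22 reads in L_C_ and 2 in L_R_. The 8 genes of apoptosis higher in L_R_ ranged from 0.53 in Steap3 (443 and 413 reads) to 2.28 in Nol3 (11 and 33 reads), and the 10 lower genes from -0.50 in Ctsc (646 and 295 reads) to -2.01 in Coro2a (53 and 9 reads). All 18 intervals excluded a ratio of 1. In cell cycle control and transformation, 4 genes rose, from Usp10 (log2 ratio 0.53, 276 and 257 reads) to Rnf122 (2.79, 9 and 40 reads), and 5 fell, from S100a9 (-0.52) to Nudt6 (-1.88).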

Among cancer-related events (related to cancer progression, dissemination, and vitality), we observed changes in the expression of the genes involved in angiogenesis (two upregulated and four downregulated genes, Table 1), apoptosis (eight upregulated and twelve downregulated genes, Table 1), and cell cycle control and transformation (four upregulated and five downregulated genes, Table 1). 

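For cell adhesion, migration and invasion, 9 listed genes were higher in L_R_ and 12 were lower, and all their intervals excluded a ratio of 1. The upregulated genes extended from Rap2a (log2 ratio 0.54, 286 and 268 reads) to Macrod1 (1.96, 8 and 20 reads). The downregulated genes extended from Rab1 (-0.49) to Shc4, which decreased from 8.01 to 0.909 FPKM (log2 ratio -3.14, interval -3.85 to -2.50).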

The most affected events were cell adhesion, migration, invasion, and apoptosis (eight upregulated and twelve downregulated genes, Table 1). 

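Ptpn14 (chromosome 1, 189728268 to 189876693) had 3.85 FPKM in L_C_ and 5.66 FPKM in L_R_, a log2 ratio of 0.56 with an interval from 0.28 to 0.83. Emp2 (chromosome 16, 10281749 to 10313968) had 5.40 and 8.84 FPKM, a log2 ratio of 0.71 (interval 0.32 to 1.11). Myl12b (chromosome 17, 70973963 to 70990516) had 5.64 and 13.6 FPKM, a log2 ratio of 1.27 (interval 0.81 to 1.78), and 19.0% of its windows are repeated in the genome, so that its level is uncertain.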

Among the eight upregulated genes observed for cell adhesion, migration, and invasion, we detected three genes positively regulating cell adhesion and affecting tumor dissemination (*Ptpn14*, *Myl12b*, and *Emp2*) (Table 1, Supplementary Table 1). 

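Smoc2, on chromosome 17 from 14279506 to 14404790, had 2.79 FPKM in L_C_ and 1.37 FPKM in L_R_. The estimates of 59 and 19 reads give a log2 ratio of -1.03 with an interval from -1.83 to -0.23.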

Among the downregulated genes, we detected *Smoc2*, which promotes proliferation and migration.

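The paper names 5 upregulated genes as inductors of apoptosis. Pcbp4 (chromosome 9) was the most abundant of them, with 47.5 FPKM in L_C_ and 69.5 FPKM in L_R_. Its log2 ratio was 0.55 (interval 0.41 to 0.69). Pycard (chromosome 7) had 4.75 and 8.99 FPKM, a log2 ratio of 0.92. Faim (chromosome 9) had 5.57 and 13.6 FPKM, a log2 ratio of 1.29. The discussion of the paper instead gives the Faim protein a protective role against apoptosis set off by death receptors. Plekhf1 (chromosome 7) had 1.57 and 5.74 FPKM, from 22 and 52 reads, and its log2 ratio of 1.87 had an interval from 1.13 to 2.66. Dapk1 (chromosome 13) was the lowest in L_C_, with 0.493 FPKM (27 reads) against 1.56 FPKM (56 reads) in L_R_ and a log2 ratio of 1.66 (interval 1.00 to 2.41).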

Among the upregulated genes in apoptosis, we detected five genes encoded proteins that function as positive apoptosis inductors, both for caspase-dependent and mitochondrial pathways (*Pcpb4*, *Faim*, *Pycard*, *Plekhf1*, and *Dapk1*). 

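Hipk3 (chromosome 2, 104426482 to 104494489) had 8.96 FPKM in L_C_ and 6.27 FPKM in L_R_, and fell by 0.51 on the log2 scale (interval -0.79 to -0.24). Bcl2l2 (chromosome 14, 54883425 to 54888234) had 4.95 and 2.71 FPKM, a log2 ratio of -0.87 (interval -1.32 to -0.46).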

Among the downregulated genes involved in apoptosis, we detected two genes encoding negative apoptosis regulators (*Hipk3* and *Bcl2l2*).

### Cancer-related signaling pathways

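The listed genes of PI3K/AKT signaling were 3 higher and 12 lower in L_R_. Among the former, Angpt2 had a log2 ratio of 0.97 and Il2rb of 1.25, while the interval of Hsp90aa1 held a ratio of 1 and 56.1% of its windows are repeated in the genome. The 12 downregulated genes went from Il4ra (-0.47, 1.39-fold) to Il7r (-2.05, 58 and 9 reads). The same pair of genes bounds the 11 downregulated genes of JAK/STAT signaling, in which Il12rb1 and Il2rb were higher. Of the 6 downregulated genes of TGF-β signaling, Thbs1 (1767 and 758 reads) fell by 0.59 and Fst had 21 and 2 reads (interval -5.90 to -0.73), and of the pair of upregulated genes Fmod had a log2 ratio of 1.63 (7 and 13 reads). For Wnt signaling, the tables list 5 genes higher and 7 lower in L_R_, the latter from -0.59 (Chd8) to -2.60 (Rbx1, 36 and 4 reads, with 10.6% of its windows repeated).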

Of the cancer-related signaling pathways, we detected a negative regulation of some tumor-promoting pathways in tumor tissue after RNase A treatment, including the PI3K/AKT (three upregulated and twelve downregulated genes), TGF-β (two upregulated and six downregulated genes), JAK/STAT (two upregulated and eleven downregulated genes), and canonical WNT signaling (six upregulated and eleven downregulated genes) pathways (Supplementary Tables 1 and 2, Supplementary Figures 2, 4, and 5). 

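Fam89b lies on chromosome 19 from 5728087 to 5729666. It had 25.8 FPKM in L_C_ and 42.4 FPKM in L_R_, from 264 and 279 estimated reads, and its log2 ratio of 0.72 had an interval from 0.47 to 0.96.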

The strong negative regulation of the TGF-β signaling pathway was associated with an upregulation of *Fam89b*, which is a TGF-β pathway suppressor (Table 1, Supplementary Figure 5 and Supplementary Tables 1 and 2). 

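In the MAPK pathway, the 6 upregulated genes went from Map3k6 (log2 ratio 0.60) to Lamtor1 (2.37), for which reads were not estimated, and the 11 downregulated genes ended at Ccl5 (-1.73, 36 and 7 reads). In RAS signaling, 4 genes rose, with Rgs14 at 0.84, and 4 fell, Shc4 by the largest ratio. In calcium signaling, 3 genes were higher in L_R_, from Camk2g (0.71) to Tnnc1 (2.72, 4 and 18 reads), and 2 were lower, Tnc (-0.58) and P2rx7 (-1.40).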

Some changes were also detected for the MAPK pathway (six upregulated and eleven downregulated genes, Supplementary Figure 3) and RAS and calcium signaling pathways (Table 1, Supplementary Tables 1 and 2).

### Cancer-associated genes and tumor suppressors

We also detected changes in the expression of genes usually considered as cancer-associated and whose increased expression is typical for various tumor types. 

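The 12 cancer-associated genes had log2 ratios from -0.50 (Dpp3, 627 and 287 reads) to -1.80 (Mllt11, 60 and 11 reads), and all 12 intervals excluded a ratio of 1. Tpd52, Rfng and Rbm6 are uncertain because more than 10% of their windows are repeated in the genome.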

In LLC tumors after RNase A treatment, we detected a downregulation of twelve such genes (Table 1, Supplementary Tables 1 and 2). Tumor suppressors were also affected by RNase A treatment (the upregulation of three genes and downregulation of four genes).

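Among the tumor suppressors, the 3 upregulated genes had log2 ratios from 0.74 (Cyb561d2, 89 and 96 reads) to 2.05 (Pdgfrl, 9 and 24 reads). The 4 downregulated genes went from Scai (-0.77, 23 and 9 reads) to Tssc1 (-2.04, 32 and 5 reads). The interval of Scai, from -2.02 to 0.45, held no change, so a decrease was not detectable at this depth.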

### Genes associated with miRNA biogenesis

We have previously reported that the antitumor and antimetastatic activities of RNase A are associated with changes in the miRNA profiles of blood serum and tumor tissue [20]. 

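Lin28a (chromosome 4, 134003330 to 134018816) had 15.7 FPKM in L_C_ and 8.78 FPKM in L_R_, a log2 ratio of -0.84 with an interval from -1.09 to -0.60, and 11.4% of its windows are repeated in the genome. Zcchc6 (chromosome 13, 59769966 to 59823147) had 10.0 and 6.04 FPKM, a log2 ratio of -0.73 (interval -0.97 to -0.50). Zcchc11 (chromosome 4, 108459426 to 108559415) had 4.00 and 2.48 FPKM from 127 and 51 reads, a log2 ratio of -0.69 (interval -1.18 to -0.20). The other genes listed with them, Ezh2 and Tnrc6a, fell by 0.85 and 0.58 on the log2 scale, and both intervals excluded a ratio of 1.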

Here, we found that five genes were downregulated, including *Lin28a*, *Zcchc6*, and *Zcchc11*, which act as suppressors during the biogenesis of the let-7 miRNA family and in the terminal processing of miRNA precursors (Table 1, Supplementary Table 2).

### Genes involved in transcription regulation

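In the tables of transcription-related genes, 29 genes were higher and 44 lower in L_R_. In whole families, which were not selected for a change, the 201 zinc finger genes named Zfp had a median log2 ratio of -0.20, at percentile 4.70 among random lists, with 129 genes lower. The 70 genes of Mediator subunits and general transcription factors had a median of -0.16, at percentile 3.67. Both lie within the central 95% of random lists. The Zfp genes moved to percentile 0.19 without the filter on low values and to 16.0 after removal of the trends with GC content and transcript length, and the other family moved to 11.8 without the filter and to 2.10, outside, among genes with a mean of at least 5 FPKM.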

Interestingly, transcription was greatly affected by RNase A. We found that RNase A treatment resulted in significant changes in the expression of genes encoding components of the transcription machinery in tumor tissue (Supplementary Tables 3 and 4). 

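The 5 upregulated transcriptional regulators had log2 ratios from 0.72 (Zfp651) to 1.50 (Zfp316, 17 and 32 reads), and the 24 downregulated regulators from -0.48 (Mll1, 1.39-fold, 1205 and 557 reads) to -1.72 (Pak6, 51 and 10 reads). The interval of Zfp81 held a ratio of 1, and Med21 has repeated windows. Of the transcription factors, 16 were higher in L_R_, from Gas7 (0.74) to Zscan10 (2 and 22 reads, interval 2.07 to 7.23). The 13 lower factors began with Adnp (-0.53) and included Dlx6 (27 and 2 reads, interval -6.24 to -1.13) and Rhox2d, listed at 0 in L_R_ and shared with near-identical copies.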

Transcriptional regulators (five upregulated and 24 downregulated genes) and transcription factors (16 upregulated and 13 downregulated genes) were mostly affected. 

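The 3 upregulated activators and co-activators went from Klf9 (log2 ratio 0.67) to Bcas3 (0.94), and the 3 downregulated from Zmiz2 (-1.02) to Hipk2 (-1.33). The 5 upregulated repressors and corepressors lay between Per1 (0.69) and Pcgf5 (0.89), and the 4 downregulated between Sfmbt1 (-0.69, interval -1.29 to -0.10) and Thap7 (-1.29). The intervals of all 15 genes excluded a ratio of 1.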

Transcriptional activators and co-activators (three upregulated and three downregulated genes) and repressors and corepressors (five upregulated and four downregulated genes) were also affected (Supplementary Tables 3 and 4).

### Validation of expression level of genes - key members of pathways affected by RNase A

To validate our sequencing data, we tested the expression of some genes in tumor tissue after the treatment with RNase A by quantitative real-time PCR (qRT-PCR). At this stage we chose both up- and downregulated genes belonging to different processes and pathways promoting tumor survival and progression. Genes characterized by the highest LogFold but had low abundance in L_C_ (close to 1) were not consider for validation. As a result following genes were chosen: *Mtap* (metabolism of amino sugars, nucleotide sugars, amino acids and nucleotides), *Angptl4* (angiogenesis), *Fam89b* (a negative regulator of TGF-β signaling), *Serpinf1* (Wnt signaling pathway), and *Dusp6* and *Map2k4* (MAPK signaling pathway). 

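Mtap, on chromosome 4 from 89137370 to 89181090, had 13.7 FPKM in L_C_ and 22.3 FPKM in L_R_, a log2 ratio of 0.71 with an interval from 0.50 to 0.92. Angptl4 (chromosome 17, 33774900 to 33781575) had 14.8 and 22.7 FPKM, and its log2 ratio was 0.62 (interval 0.40 to 0.84). Serpinf1 (chromosome 11, 75410029 to 75422623) had 7.48 and 14.4 FPKM. With an estimated 48 and 59 reads, its log2 ratio of 0.94 had the widest interval of these genes, from 0.36 to 1.51.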

Genes *Mtap* (LogFold 0.71), *Angptl4* (LogFold 0.62), and *Serpinf1* (LogFold 0.94) were chosen due to best ratio value in L_C_ (RPKM)/LogFold (L_R_/L_C_) in their pathways. *Fam89b* and genes belonging to MAPK pathways were chosen on the base of its significance for pathway functioning.

In this experiment, we used rRNA-depleted samples of total RNA isolated from tumor tissue of RNase A treated and control mice. We found that *Dusp6* (1.3-fold) and *Map2k4* (1.5-fold) were downregulated following RNase A treatment (Figure 4, Table 2), which is in line with our sequencing data (Table 2). *Mtap* (1.6-fold), *Fam89b* (1.7-fold), *Serpinf1* (1.3-fold), and *Angptl4* (2.5-fold) (Figure 4) were upregulated following RNase A treatment, that also correlate with our sequencing data (Table 2).

**Figure 4:**
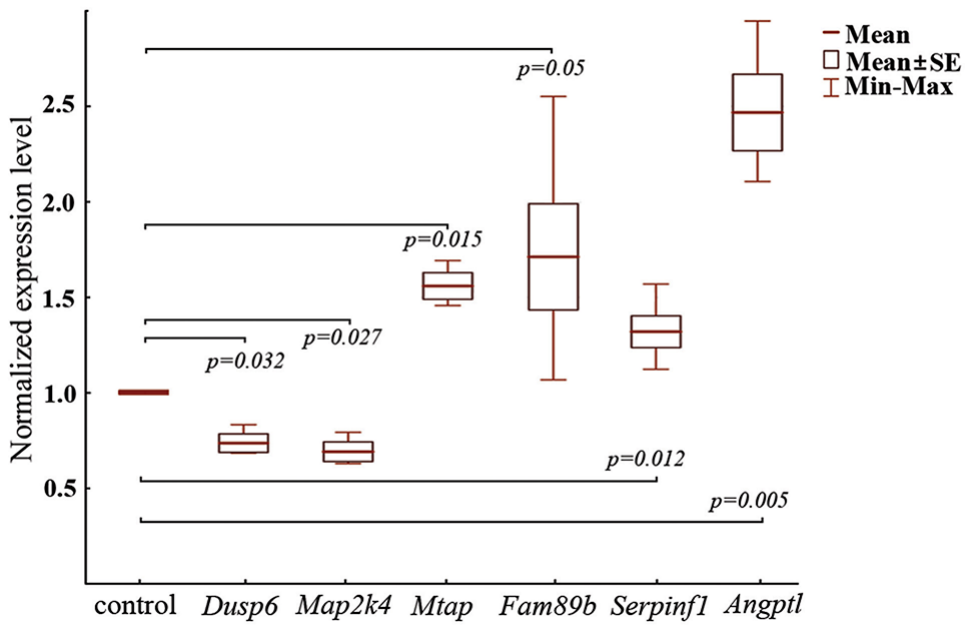
RT-qPCR analysis of expression levels of mRNA of *Dusp6*, *Fam89b*, *Map2k4*, *Mtap*, *Serpinf1*, and *Angptl4* genes in tumor tissue of LLC-bearing mice after treatment with RNase A The expression of mRNAs was normalized to *Hprt1* and *Ywhaz*. Data are presented as mean ± SE. The level of the corresponding gene in the control (mice with LLC treated with saline buffer) was set at 1.

**Table 2:** Comparison of levels of gene expression validated by qRT-PCR and sequencing

Gene	qRT-PCR data	Sequencing data
*Mtap*	↑1.6	↑1.6
*Angptl4*	↑2.5	↑1.5
*Fam89b*	↑1.7	↑1.6
*Serpinf1*	↑1.3	↑1.9
*Dusp6*	↓1.3	↓1.5
*Map2k4*	↓1.5	↓1.6

## DISCUSSION

Ribonucleases (RNases) are potentially cytotoxic by virtue of their ability to degrade RNA and, therefore, to inhibit protein biosynthesis at transcription and translation stages. The cytotoxic effects of RNase are associated with: (1) catalytic cleavage of available RNA, including tRNA, rRNA, mRNA, and non-coding RNA (microRNAs), that affects gene expression [18, 21-24]; (2) non-catalytic electrostatic interaction of the exogenous enzyme with cell components [25]; (3) modulation of the membrane calcium-dependent potassium channels and ras-oncogene functions [16, 26, 27]; (4) induction of apoptosis [28, 29]; and (5) the regulation of interplaying pathways [25, 30, 31].

Recently, we have shown that the RNase A-mediated inhibition of tumor growth and metastasis spreading in a murine LLC model [11-13] is accompanied by changes in the tumor tissue and blood miRNA profiles [20]. Next, we performed whole transcriptome analysis of tumor tissue after RNase A treatment and detected 966 differentially expressed transcripts involved in metabolic and signal transduction pathways important for regulation of cancer cell proliferation, survival, and maintenance of malignancy (Table 1, Supplementary Tables 1 –4). We also detected some changes in the activity of transcription machinery consisted in change of the spectrum of transcriptional activators, repressors, regulators and transcription factors (Supplementary Tables 3 and 4).

Among strongly affected metabolic pathways, we detected amino sugar and nucleotide sugar metabolism, amino acids and nucleotide metabolism, carbohydrate metabolism, and metabolism of lipids and fatty acids. 

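In the whole list of inositol phosphate metabolism, 18 of 41 genes were higher in L_R_ and 23 were lower. Their median log2 ratio was -0.06 as deposited and 0.02 with the median ratio of all genes set to 1, at percentile 66.0 among random lists. The most abundant genes were Inpp5d, Pi4k2b and Pip5k1c. The percentile fell to 31.9 among genes with a mean of at least 5 FPKM.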

OXPHOS (Supplementary Figure 1) and inositol phosphate metabolism were also significantly upregulated.

During the last five years, considerable knowledge has been accumulated on the bioenergetics of cancer cells, leading to a better understanding of the regulation of energy metabolism during oncogenesis. In tumor cells, in order to adapt the mechanisms of energy production to microenvironmental changes, as well as to differences in tumor energy needs or biosynthetic activity, there is interplay between glycolysis and OXPHOS. This metabolic flexibility is used to survive under hypoxia. Some studies have reported a reduction in OXPHOS capacity in multiple cancer types, whereas others have reported the opposite [32]. 

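All 71 subunit genes of oxidative phosphorylation with a mean of at least 1 FPKM were taken together, whether or not they changed. Of these, 30 were higher in L_R_ and 41 were lower, with 8 higher and 9 lower by more than 1.4-fold. The median log2 ratio was -0.05 with the values as deposited and 0.03 with the median ratio of all genes set to 1. The list stood at percentile 51.7, and at 9.88 after removal of the trends with GC content and transcript length. By complex, 17 of 34 genes of complex I were higher in L_R_, and 2 of 13 genes of the ATP synthase.

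**Figure D2:**
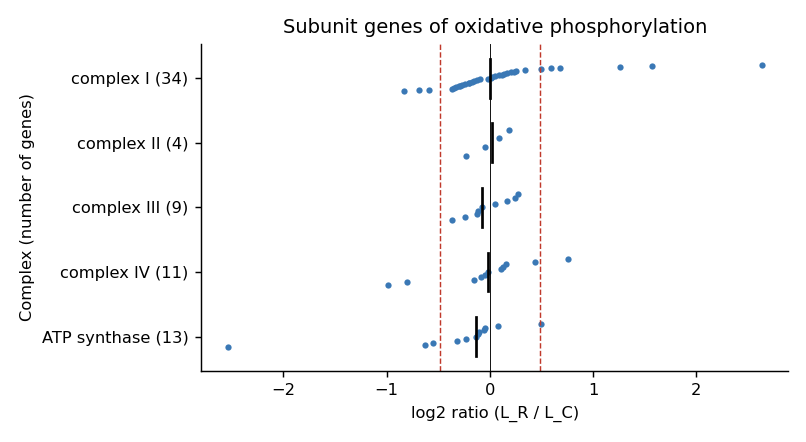
Log2 ratio (L_R_/L_C_) of the subunit genes of each complex. Each dot is a gene, black bars are the medians of the complexes, and dashed lines mark 1.4-fold. The values are as deposited, and the medians lie between -0.13 (ATP synthase) and 0.02 (complex II).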

Here, we observed an increase in OXPHOS processes following RNase A treatment (Table 1, Supplementary Figure 1 and Supplementary Tables 1 and 2). Many tumors types are characterized by an absence of respiration, despite the presence of high oxygen concentrations (known as the Warburg effect) [33]. This is because of impaired mitochondrial function [34], resulting in an inhibition of OXPHOS processes. Thus, increased OXPHOS activity could be considered as evidence of a reversal of the cancerous phenotype. 

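Of 14 genes for enzymes that make NADPH, 6 were higher in L_R_ and 8 were lower, and 1 was higher and 2 were lower by more than 1.4-fold. Their median log2 ratio was -0.04 as deposited and 0.04 with the median ratio of all genes set to 1. The list stood at percentile 53.2, and at 27.5 after removal of the GC content and length trends. Tkt, Idh2 and Mthfd2 were the most abundant.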

NADPH biogenesis, which is an essential mechanism by which both normal and cancerous cells maintain redox balance [35], was shown to be slightly upregulated after RNase A exposure. Given all aforementioned, we can conclude that these data are evidence for the increased energy demands of tumor cells following RNase treatment. Obtained data are in line with data about other ribonucleases, with the example of a nuclear-directed pancreatic ribonuclease PE5, which was shown to downregulate of multiple genes in cancer cells involved in deregulated metabolic pathways [36].

RNase A treatment resulted in re-arrangement of functioning of some pathways including angiogenesis, apoptosis, cell cycle control, and cell-cell contacts that lead eventually to positive regulation of cell adhesion and inhibition of tumor dissemination. Positive event in cell adhesion is an increase in expression of *Ptpn14* that plays a role in the regulation of cell-cell adhesion, cell-matrix adhesion, cell migration, cell growth, and also regulates TGF-β gene expression, thereby modulating epithelial-mesenchymal transition [37, 38]. Ptpn14 also functions as a tumor suppressor [39]. An increase in *Emp2* expression, which regulates the plasma membrane expression of the integrin heterodimers Itga6-Itgb1, Itga5-Itgb3, and Itga5-Itgb1, thereby resulting in modulation of cell-matrix adhesion [40], and *Myl12b*, which participates in focal adhesion and at tight junctions [41], should be considered as positive events in cell adhesion. An important finding of our study is the decrease in expression of *Smoc2* that stimulates endothelial cell proliferation, migration, as well as angiogenesis [42].

Some ribonucleases were found to participate in the control of cell proliferation and migration. Mutations in RNase L gene might promote enhanced cell migration and metastasis while RNase L knockdown in PC3 cells increased tumor growth and metastasis *in vivo* [43, 44]. Human secreted ribonuclease RNASET2 operates through the control of both the cytoskeletal actin assembly [45-47] and cell motility/migration patterns [48].

Changes in the expression of genes involved in apoptosis allow concluding about the activation of intrinsic mitochondrial pathway in tumor tissue after exposure to RNase A. We detected an upregulation of the genes *Pycard*, *Plekhf1*, and *Dapk1*, which activate the mitochondrial apoptotic pathway. 

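In the list of 24 genes of the intrinsic apoptosis pathway, which was not selected for a change, 7 genes were higher in L_R_ and 17 were lower, with 2 higher and 9 lower by more than 1.4-fold. The median log2 ratio was -0.24, at percentile 2.20 among random lists, and at 3.99 without the filter on low values. Without Bcl2l2 and Casp9, which the study's tables hold, it was 3.48, a choice made after seeing the data. The list holds negative regulators such as Bcl2l2 together with caspases such as Casp9. A lower median therefore does not tell whether the pathway was more or less active.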

The increase in *Faim* expression, which encodes a protein that participates in protection against death receptor-triggered apoptosis [49], also indicates an enhancement of the intrinsic mitochondrial pathway. 

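Gzmb (chromosome 14, 56258858 to 56262260) had 9.07 FPKM in L_C_ and 2.59 FPKM in L_R_, from 114 and 21 estimated reads. The log2 ratio of -1.81 had an interval from -2.55 to -1.13.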

The decrease in the expression of *Gzmb* encoding protein which activates caspase-3, -7, -9, and 10 and promotes caspase-dependent apoptosis, is further evidence for the attenuation of this pathway functioning. The upregulation of *Pcbp4* expression, which affects cell proliferation by inducing apoptosis and cell cycle arrest in the G(2)-M phase and is implicated in lung tumor suppression [50], as well as the downregulation of negative apoptosis regulators, are the key changes in the regulation of apoptosis caused by RNase A.

We detected a negative regulation by RNase A of multiple tumor-promoting pathways, including the PI3K/AKT, TGF-β, JAK/STAT and canonical WNT signaling pathways (Supplementary Figure 2, 4 and 5 and Supplementary Tables 1 and 2). 

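Over whole pathways, the 45 genes of PI3K/AKT signaling had a median log2 ratio of -0.03, at percentile 73.6 among random lists. Of these, 19 genes were higher and 26 lower in L_R_. The study's tables hold 2 of the 45, so most genes they give for this pathway are outside the list. The median was 0.05 with the median ratio of all genes set to 1, and after removal of the GC content and length trends the percentile was 45.8. The 47 genes of JAK/STAT signaling had a median of -0.20, at percentile 8.35, and at 1.75 among genes with a mean of at least 5 FPKM. In this list 9 genes were lower and 4 higher by more than 1.4-fold. Without the 9 genes that the study's tables hold, a choice made after seeing the data, the percentile was 36.9.

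**Figure D3:**
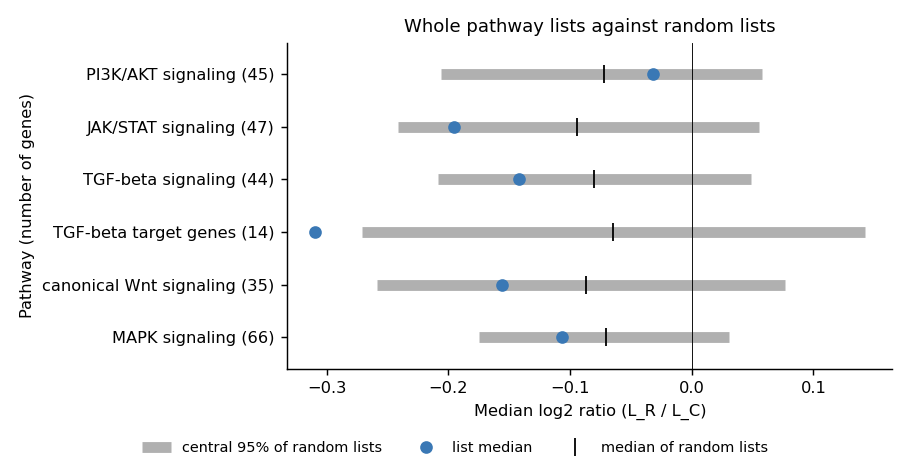
Median log2 ratio (L_R_/L_C_) of each pathway list (blue dots), with the central 95% (gray bars) and the median (black marks) of random lists matched on expression. The list of TGF-β target genes lies below its bar, and the other 5 lists lie inside.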

The MAPK and PI3K/AKT pathways govern fundamental physiological processes, such as cell proliferation, differentiation, metabolism, cytoskeleton reorganization, and cell death and survival. Constitutive activation of these signal transduction pathways is a hallmark of cancer and dysregulation, and these pathways have been implicated in the initiation, progression and metastatic spread of lung cancer [51]. The JAK/STAT pathway is a key player in the development of various tumor types (e.g., gastric cancer [52], pancreatic cancer [53], and hematological malignancies [54]). Among the genes involved in the JAK/STAT and PI3K/AKT pathways, we detected a downregulation of the genes encoding the Januse kinases Jak2 and Jak3, which participate in the activation of proteins of STAT family, thereby promoting tumorigenesis [55].

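Jak2 (chromosome 19, 29251828 to 29313080) had 8.78 FPKM in L_C_ and 5.24 FPKM in L_R_, a log2 ratio of -0.74 with an interval from -1.01 to -0.48. Jak3 (chromosome 8, 71676383 to 71690577) had 4.25 and 1.88 FPKM, a log2 ratio of -1.18 (interval -1.69 to -0.70).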

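In the list of 66 genes of MAPK signaling, 26 were higher in L_R_ and 40 were lower, with 6 higher and 11 lower by more than 1.4-fold. Their median log2 ratio of -0.11 stood at percentile 26.5 among random lists, and at 11.3 after removal of the trends with GC content and length.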

Based on our findings, we cannot determine whether the MAPK pathway is likely to be overall upregulated or downregulated by RNase A treatment (Supplementary Figure 3 and Supplementary Tables 1 and 2). 

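Rras (chromosome 7, 45018007 to 45021644) had 13.8 FPKM in L_C_ and 29.6 FPKM in L_R_, a log2 ratio of 1.11 (interval 0.75 to 1.48). Dusp6 (chromosome 10, 99263231 to 99267489) had 76.4 and 50.4 FPKM. It was among the deepest of the named genes, with an estimated 2048 and 870 reads, and its log2 ratio of -0.60 had an interval from -0.72 to -0.49.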

We detected an upregulation of *Rras*, which displays tumor-promoting activity, and a downregulation of *Dusp6*, which participates in the inactivation of MAP kinases (Table 1). Nevertheless some positive effect on expression of the genes of MAPK pathway took place. We also detected a downregulation of *Trib3*, which regulates the activation of MAP kinases [56] and blocks Akt kinases promoting cell proliferation and survival [57]. 

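Trib3, on chromosome 2 from 152337425 to 152344060, had 7.68 FPKM in L_C_ and 12.2 FPKM in L_R_, from 140 and 144 estimated reads. The log2 ratio was 0.67, with an interval from 0.33 to 1.02.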

We also observed downregulation of *Map2k4*, which has been shown to be overexpressed in osteosarcomas and associated with a poor response to treatment, tumor progression, and worse overall survival [58] (Table 1). Thus, RNase A alters the MAPK pathway by some extent, but no conclusions can be done on its overall up- or downregulation.

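Map2k4, on chromosome 11 from 65688244 to 65788297, had 6.70 FPKM in L_C_ and 4.12 FPKM in L_R_, from 137 and 54 reads, and a log2 ratio of -0.70 (interval -1.19 to -0.25).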

TGF-β-induced signaling pathways have either tumor-suppression or tumor-promoting effects in a cancer type-specific and stage-dependent manner [59]. At a later stage of tumor progression, TGF-β exerts metastasis-promoting activity associated with epithelial-to-mesenchymal transition, modulation of cancer microenvironment and extracellular matrix components, inflammation, and immune suppression [60]. 

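The 44 genes of the TGF-β signaling list had a median log2 ratio of -0.14, at percentile 16.4 among random lists, with 13 genes higher and 31 lower in L_R_. The 14 target genes of the pathway, led in abundance by Col3a1, Col1a1 and Col1a2, had a median of -0.31, at percentile 1.16. The study's tables hold Col1a1 and Thbs1 of these targets. Of the 14 targets, 8 are in another list, among them Col1a1, Col1a2, Col3a1 and Fn1 in the fibroblast and matrix list. That list lay low too, at percentile 4.36, so the result is not specific to TGF-β signaling. Among targets with a mean of at least 5 FPKM the percentile was 3.41. Without Col1a1 and Thbs1, a choice made after seeing the data, it was 14.6.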

Here, we detected a strong negative regulation of the TGF-β signaling pathway in tumor tissue after RNase A treatment, which was associated with the upregulation of *Fam89b* which is a TGF-β pathway suppressor (according to UniProt data, by sequence similarity).

Abnormal activation of Wnt signaling has been implicated in many cancer types, including gastrointestinal cancers, leukemia, melanoma, and breast cancer [61]. 

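Lrrfip2 (chromosome 9, 111118111 to 111225668) had 10.2 FPKM in L_C_ and 6.72 FPKM in L_R_, and a log2 ratio with an interval from -0.90 to -0.31. Hmgxb4 (chromosome 8, 74993703 to 75031972) had 3.26 and 1.61 FPKM (interval -1.59 to -0.52). Shisa2 (chromosome 14, 59625281 to 59631660) was higher in L_R_, with 0.263 FPKM (8 reads) in L_C_ and 1.43 FPKM (28 reads) in L_R_, a log2 ratio of 2.44 (interval 1.27 to 3.78).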

Here, we observed a downregulation of *Lrrfip2* following RNase A treatment which is an activator of the canonical Wnt signaling pathway [62], and together with *Shisa2* and *Hmgxb4* promotes the attenuation of Wnt signaling (from UniProt, by similarity). Thus, we conclude that RNase A negatively regulates the canonical Wnt pathway in LLC.

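In the list of canonical Wnt signaling, 9 of 35 genes were higher in L_R_ and 26 were lower. Their median log2 ratio was -0.16, at percentile 20.8 among random lists, and the percentile was 56.8 among genes with a mean of at least 5 FPKM. Myc, Ctnnb1 and Ccnd1 were the most abundant, and 9 of the 35 genes are in the study's tables.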

LLC has an epithelial origin and is related to human non-small cell lung cancer (NSCLC) [63]. Therefore, we attempted to evaluate the interplay between cancer-related signaling pathways affected by RNase A and NSCLC development pathways. 

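Of 25 genes of the non-small cell lung cancer pathway with a mean of at least 1 FPKM, 4 were higher in L_R_ and 21 were lower, with 2 higher and 4 lower by more than 1.4-fold. The median log2 ratio was -0.16, at percentile 16.0 among random lists. Casp9 fell by 0.94 (interval -1.74 to -0.22). Below a mean of 1 FPKM, and so outside the 25 genes, Egf had 17 and 3 reads (interval -4.28 to -0.08). Rarb, also below it, had 20 and 2 reads (interval -5.83 to -0.65). Erbb2 and E2f1 were higher, with log2 ratios of 1.08 and 0.74. The intervals of Akt1 (log2 ratio -0.01), Araf (-0.01), Pik3ca, Map2k1, Plcg1 and Bad held no change. Cdkn2a had 1 read in L_C_ and 2 reads in L_R_, too few for a ratio. With the median ratio of all genes set to 1, Akt1 and Araf lay at 0.07.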

According to our sequencing data, the PI3K/AKT, MAPK, and calcium signaling pathways, which are directly involved in NSCLC progression, are downregulated by RNase A treatment (Figure 5). Downregulation of these particular pathways can give an impact in observed antitumor effect of RNase A manifested in retardation of primary tumor growth and inhibition of metastasizing treatment [11-13].

**Figure 5:**
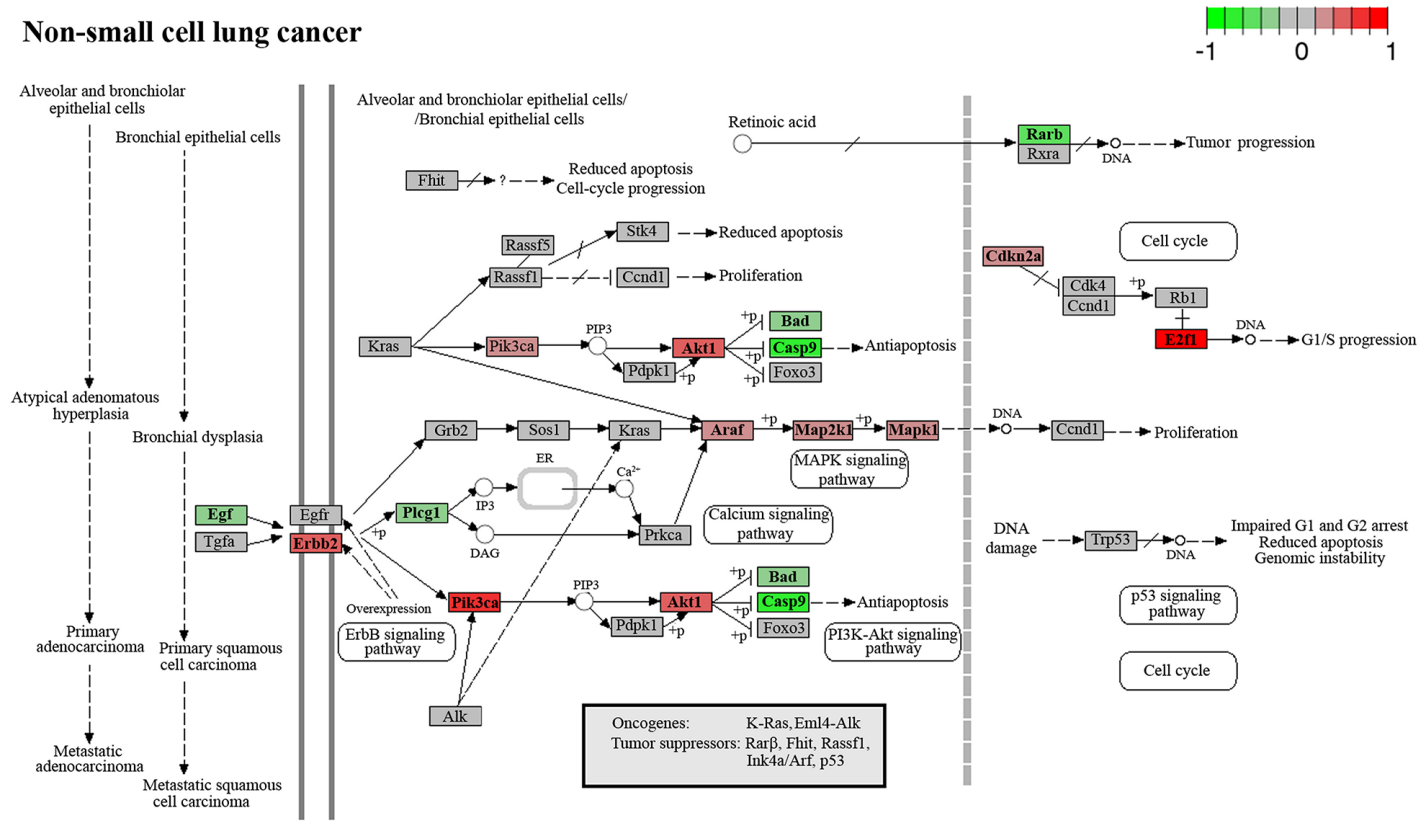
Genes involved in the progression of non-small cell lung cancer

Another important result of our study is the downregulation of genes encoding suppressors of miRNA biogenesis (*Lin28a*, *Zcchc6*, and *Zcchc11*) (Table 1 and Supplementary Table 2). 

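In the whole list of 26 genes of miRNA biogenesis, 4 were higher in L_R_ and 22 were lower, with 1 higher and 8 lower by more than 1.4-fold. The median log2 ratio was -0.30, at percentile 1.76 among random lists. Its most abundant genes were Ddx17, Xrn2 and Xpo5. Without the 4 genes that the study listed, a choice made after seeing the data, the median was -0.24, at percentile 7.57.

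**Figure D4:**
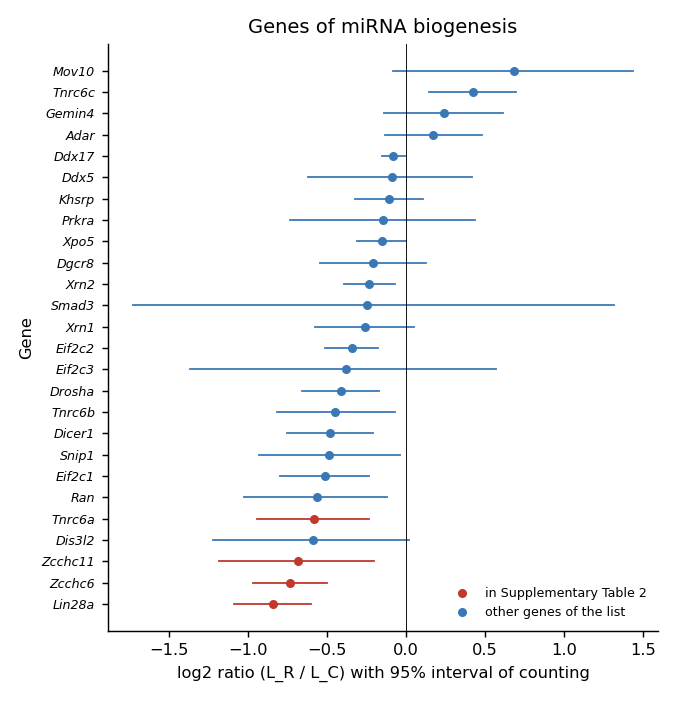
Log2 ratio (L_R_/L_C_) of each gene of miRNA biogenesis with a mean of at least 1 FPKM. Dots are the ratios, lines are 95% intervals of the estimated reads, and red marks the genes of Supplementary Table 2. The listed genes are among the lowest 5, and the 22 lower genes include Drosha and Dicer1.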

Lin28a prevents terminal processing of the let-7 family of miRNA [64]. Zcchc6 and Zcchc11 act as suppressors of miRNA biogenesis by mediating the terminal uridylation of some miRNA precursors, including pre-let-7 (by Zcchc6 and Zcchc11) and mir-107, mir-143, and mir-200c (by Zcchc11) [65]. These data might account for the observed upregulation of a wide spectrum of miRNAs (including miRNAs of the let-7 family) in tumor tissue after treatment with RNase A [20].

Our findings are in line with other studies of the effect of cytotoxic ribonucleases on gene expression profile of tumor cells. It was shown that onconase significantly affect apoptosis, transcription, inflammation and the immune response in human mesothelioma cells [66]. Pathways affected by onconase include MAPK signaling, cytokine-cytokine-receptor interactions, and Jak-STAT signaling [66]. In ovarian cancer cells onconase strongly up-regulated genes involved in transcription regulation, cell cycle and apoptosis, immune and stress response [67] while nuclear-directed human pancreatic RNase PE5 down-regulated multiple genes coded for proteins engaged in cell adhesion/migration and enzymes involved in deregulated metabolic pathways [68].

A possible mechanism of the antitumor activity of RNase A is depicted in Figure 6. We propose that, as soon as RNase A reaches the bloodstream after i.m. injection, its main targets are extracellular RNAs, including a whole set of non-coding RNAs (and miRNAs). In line with this hypothesis we observed previously a significant drop in miRNA levels in the bloodstream after RNase A exposure but no evidences of direct miRNA cleavage by RNase A in the blood have been obtained. Since miRNA/Ago2 complexes as well as miRNA in the microvesicles are known to participate in the distant (similar to endocrine) regulation we observed global changes in miRNA profiling and whole transcriptome of tumor tissue. Here, we report changes in the expression of 966 transcripts following RNase A treatment. Despite reports of the neutralization of RNase A by cytosolic RNase inhibitor (RI) [69], we cannot exclude a potential effect of RNase A on intracellular RNAs because we have no data on intracellular localization of RI and the ability of extracellular RNase A to penetrate into the cells. Similar to angiogenin, RNase A can function as a transcriptional activator, as discussed in an earlier publication [20].

**Figure 6:**
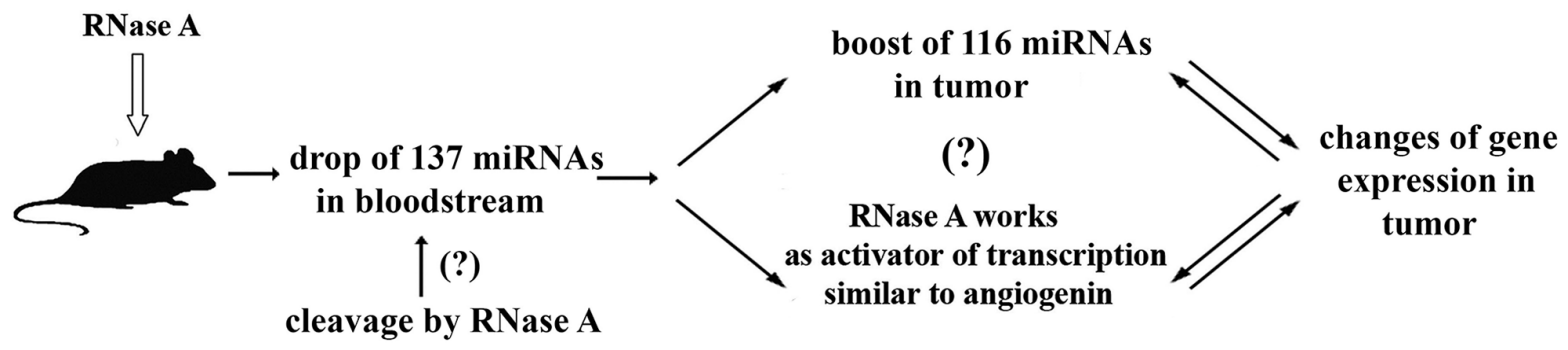
Proposed mechanism of antitumor activity of RNase A RNase A therapy resulted in the boost of 116 miRNAs in tumour tissue and drop of 137 miRNAs in the bloodstream of mice with intramuscularly transplanted LLC and in the changes in the expression of 966 transcripts in tumor cells.

Our data suggest that the antitumor activity and the decrease in invasion potential of tumor cells by RNase A can be accounted for enhanced energy cascade functioning, rearrangement of cancer-related events regulating cell growth and dissemination, and attenuation of signaling pathways having tumor-promoting activity. Thus, we conclude that the antitumor effect of RNase A is realized via multilevel regulation that induces a systemic antitumor response.

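Of the 32 gene lists that gave a percentile, 11 lay outside the central 95% of random lists. Of these, 7 were higher and 4 lower in L_R_. If the genes within each list varied independently, 1.6 lists would be expected outside. Genes of a list can vary together, so the excess over this number is not a test of chance. Among the pathways, beta-oxidation was outside and higher, and the TGF-β target genes, intrinsic apoptosis and miRNA biogenesis were outside and lower. From its own listed genes of metabolic and signaling pathways, the paper reasons that energy cascades were enhanced, that cancer-related events were rearranged and that tumor-promoting pathways were attenuated. With the earlier finding of changed miRNA profiles, it proposes that extracellular RNAs are the main targets of the enzyme in the blood and concludes that the response of the tumor is systemic.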

## MATERIALS AND METHODS

### Tumor transplantation and design of animal experiment

All animal procedures were carried out in strict accordance with the recommendations for proper use and care of laboratory animals (ECC Directive 2010/63/EU). The protocol and this study were specifically approved by the Committee on the Ethics of Animal Experiments of the Administration of the Siberian Branch of the Russian Academy of Sciences (permit number: 5-06-2015).

Lewis lung carcinoma (LLC) cells having epithelial origin [63] were generously provided by Dr N.A. Popova (Institute of Cytology and Genetics, SB RAS).

At the start of the experiments, animal weight (mean ± SD) was 20.2 ± 1.5 g. To perform LLC studies, ten animals per group were used. The number of animals in each group was chosen in accordance with the requirement to provide statistically significant data.

Twelve- to 14-week-old female C57Bl/6J mice were used. LLC cells (10^6^) in 0.1 ml of saline buffer were injected (i.m.) into the right thighs of mice and, on the 4^th^ day after tumor transplantation, mice were treated with saline buffer (n=10) or RNase A (Sigma, USA) at a dose of 0.7 μg/kg (n=10). RNase A was administered in a volume of 0.1 ml i.m. daily, except for weekends. The total number of injections was 10. On day 15 after tumor transplantation, tumor samples were collected 60 min after the last injection of RNase A.

### Sample processing and RNA extraction

Tumor pieces from mice treated with saline buffer or RNase A were pooled according to groups and homogenized. Total RNA was extracted immediately using TRIzol Reagent (Invitrogen, USA). The long RNA (>200 nt) fraction was separated from the short RNA (<200 nt) fraction using the mirVana miRNA Isolation Kit (Ambion, USA), according to the manufacturer’s protocols. Ribosomal RNAs were removed from the long RNA fraction using the RiboMinus Eukaryote Kit (Life Technologies, USA). Two rRNA-depleted fractions of total RNA were obtained: the RNA fraction from tumor tissue of control mice treated with saline buffer (RNA_C(-r)_) and an RNA fraction isolated from tumor tissue of mice treated with RNase A (RNA_R(-r)_).

### Preparation of DNA libraries and sequencing

DNA libraries were prepared from RNA using the SOLiD™ Whole Transcriptome Kit (Applied Biosystems, USA), in accordance with the manufacturer’s recommendations. In brief, rRNA-depleted fractions of total RNA (350 ng of each) were fragmented with RNase III and precipitated by ethanol in the presence of glycogen. The obtained RNA fragments (70 ng for each library) were hybridized with the adapter mix A and incubated for ligation for 16 h at 4°C, followed by reverse transcription (RT) and RNase H treatment. Large-scale PCRs were performed using 18 cycles, both for samples isolated from tumors of control and experimental groups. The cycling conditions were 95°C for 30 s, 62°C for 30 s, and 72°C for 30 s. The obtained adaptor-ligated PCR products were then cleaned using the QIAquik Qiagen Gel Extraction Kit (Qiagen, USA) and size-selected using 6% PAGE gel. The piece of the gel corresponding to 150–200 bp was cut-out, divided into four vertical pieces, and the two central pieces were used for the generation of cDNA by PCR (the same cycling conditions as above, 15 cycles). Desalting of the eluted PCR products was performed using the QIAquick Gel Extraction Kit (Qiagen, Germany). Then, the PCR products were quantified using the Quant-iT™ dsDNA HS Assay Kit (Invitrogen). Templated bead preparation, emulsion PCR, and deposition were performed and, as a result, two cDNA-libraries were constructed: L_C_ (saline treated) and L_R_ (RNase A treated). Libraries were sequenced using the standard SOLiD™ V5.5 (Applied Biosystems) protocols.

Libraries were run on a single slide, each on its quadrant, with 50 nucleotides read length on the SOLiD™ 5.5 system resulting, accordingly, in 5.3 × 10^7^ and 3.1 × 10^7^ total number of reads. Sequencing data have been submitted to the GEO Database (accession number GEO GSE63758).

### qPCR

The expression of *Dusp6*, *Fam89b*, *Map2k4*, *Mtap*, *Serpinf1*, and *Angptl4* were evaluated using qPCR. cDNA synthesis was performed in a total volume of 40 μl containing 5 μg of RNA_C(-r)_ or RNA_R(-r)_, RT buffer (50 mM Tris-HCl, pH 8.3, 75 mM KCl, 3 mM MgCl2), 10 mM DTT, 0.5 mM dNTPs, 100 pmol of random hexa-primers, and 20 units of M-MLV reverse transcriptase (ICBFM SB RAS, Russia). cDNA synthesis was carried out at 37°C for 60 min. PCR amplification was carried out in a total volume of 20 μl using 5 μl of cDNA (10^-2^ dilution), 0.6 units of Maxima Hot Start Taq DNA Polymerase (Thermo Scientific, USA), 1×PCR buffer, 1.5 mM MgCl_2_, 0.2 mM dNTPs, 1×EvaGreen (Biotium, USA), and 0.25 μM sense and antisense primers. The following primers were used: *Dusp6* sense 5′-CCTGGAAGGTGGCTTCAGTA-3′, *Dusp6* antisense 5′-AGTCCGTTGCACTATTGGGG-3′; *Fam89b* sense 5′-CAAGGAGATGGTGGGGCTG-3′, *Fam89b* antisense 5′-CTCCTCGTCATCAGACAGGC-3′; *Map2k4* sense 5′-CATGCAGGGTAAGCGCAAAG-3′; *Map2k4* antisense 5′- ATCCCAGTGTTGTTCAGGGG-3′; *Mtap* sense 5′-ATACTCCATTCGGCAAGCCAT-3′, *Mtap* antisense 5′-CTCTCTCAAGGACCCGCAAG-3′; *Serpinf1* sense 5′- TTCAAGGGGCAGTGGGTAAC-3′, *Serpinf1* antisense 5′- CAGGGGCAGGAAGAAGATGA-3′; *Hprt1* sense 5′-TTGCTGACCTGCTGGATTAC-3′, *Hprt1* antisense 5′- AGTTGAGAGATCATCTCCAC-3′; *Ywhaz* sense 5′-CCTCAACTTCTCTGTGTTCTA-3′, *Ywhaz* antisense 5′-TGCTTCATCTCCTTGGGTATC-3′. The reaction was performed with an initial preheating at 94°C for 4 min and 40 cycles of 94°C for 40 s, 60°C for 30 s, 72°C for 30 s, followed by a melting point determination. The expression level of each gene is indicated by the number of cycles needed for the cDNA amplification to reach a threshold. The amount of DNA is calculated from the number of cycles by using standard curves, and the results are normalized to *Hprt1* and *Ywhaz*. Relative gene expression was calculated using the standard BioRad IQ5 software (BioRad, USA). qPCR data were statistically processed using one-way ANOVA with post hoc Tukey test; p <0.05 was considered to be statistically significant. The statistical package STATISTICA version 10.0 was used for analysis.

### Gene mapping and annotation

Reads were mapped to the reference *Mus musculus* genome (version NCBI37) using Bioscope software v.1.3 with default mapping parameters. Transcript counts extraction and transformation to RPKMs (reads per kilobase per million reads), followed by analysis of differential expression, was performed with Cufflinks software v.2.0.1 (Center for Bioinformatics and Computational Biology, USA) [70]. Feature extraction, reads per kilobase per million reads in the library (RPKM), where RPKM = the number of reads of a specific mRNA/(size of mRNA[kb] × total number of reads in the library[mln]).

Genes were annotated to GO terms using the PANTHER Classification System (http://pantherdb.org). The comparative pathway mapping was done with the Pathview package for R statistical language. Before pathway mapping, Log2fold RPKM values were scaled to range between -1 and 1. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were assigned to the assembled sequences using the online KEGG Automatic Annotation Server (http://www.genome.jp/kegg/kaas/). The Gene Card database (http://www.genecards.org) was used for functional gene analysis. The Mouse Genome Informatics was used for mouse gene symbols identification. Tool for transcriptome annotation based gene list functional enrichment analysis ToppFun (https://toppgene.cchmc.org) was used for pathway p-value.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: The systemic tumor response to RNase A treatment affects the expression of genes involved in maintaining cell malignancy
**Source:** Oncotarget. 2017 Aug 12;8(45):78796–810. doi: 10.18632/oncotarget.20228
**Supplement:** Supplementary file 2

**Supplementary Table 1:** Up-regulated genes in tumor of mice with LLC after RNase A treatment (L_C_).

Genes were sorted by function and Value L_C._

# Supplementary material for: The systemic tumor response to RNase A treatment affects the expression of genes involved in maintaining cell malignancy
**Source:** Oncotarget. 2017 Aug 12;8(45):78796–810. doi: 10.18632/oncotarget.20228
**Supplement:** Supplementary file 3

**Supplementary Table 2:** Down-regulated genes in tumor of mice with LLC after RNase A treatment (sorted by Value L_C_)

Genes were sorted by function and Value L_C._

^a^Expression of these genes is up-regulated in multiple cancer cell lines.

# Supplementary material for: The systemic tumor response to RNase A treatment affects the expression of genes involved in maintaining cell malignancy
**Source:** Oncotarget. 2017 Aug 12;8(45):78796–810. doi: 10.18632/oncotarget.20228
**Supplement:** Supplementary file 4

**Supplementary Table 3:** Upregulated transcription-related genes in tumor of mice with LLC after RNase A treatment (sorted by Value L_R_)

| **Gene** | **Function** | **Value L_C_, RPKM** | **Value L_R_, RPKM** | **Log2 (L_R_/L_C_)** | **p-value** | **q-value** |
| --- | --- | --- | --- | --- | --- | --- |
| *Pmf1* | Transcriptional activators and co-activators | 27.88 | 45.89 | 0.72 | 0.00031 | 0.00970 |
| *Klf9* |  | 5.93 | 9.45 | 0.67 | 0.00151 | 0.02586 |
| *Bcas3* |  | 1.83 | 3.52 | 0.94 | 0.00246 | 0.03418 |
| *Zfp513* | Transcriptional regulators | 3.29 | 5.99 | 0.86 | 0.00206 | 0.03139 |
| *Zfp296* |  | 1.60 | 3.72 | 1.22 | 0.00335 | 0.04165 |
| *Zfp790* |  | 2.06 | 3.61 | 0.81 | 0.00174 | 0.02796 |
| *Zfp651* |  | 1.71 | 2.83 | 0.72 | 0.00317 | 0.04026 |
| *Zfp316* |  | 0.59 | 1.68 | 1.50 | 1.24E-06 | 0.0003 |
| *Mbd1* | Transcriptional repressors and co-repressors | 6.10 | 10.07 | 0.72 | 0.00108 | 0.02126 |
| *Pcgf5* |  | 5.40 | 9.98 | 0.89 | 0.00114 | 0.02193 |
| *Nelf* |  | 5.61 | 9.80 | 0.80 | 0.00098 | 0.02002 |
| *Cbfa2t2* |  | 3.40 | 6.20 | 0.86 | 3.20E-05 | 0.00247 |
| *Per1* |  | 3.75 | 6.04 | 0.69 | 0.00145 | 0.02565 |
| *Gtf2h2* | Transcriptional factors | 15.21 | 25.89 | 0.77 | 9.74E-05 | 0.00480 |
| *E2f1* |  | 7.3 | 12.28 | 0.74 | 0.00059 | 0.01442 |
| *Gabpb1* |  | 4.14 | 8.16 | 0.98 | 0.00041 | 0.01178 |
| *Klf5* |  | 2.85 | 6.59 | 1.21 | 8.55E-05 | 0.00442 |
| *Zfp691* |  | 1.05 | 4.88 | 2.22 | 6.19E-05 | 0.00368 |
| *Hoxc10* |  | 1.86 | 4.47 | 1.26 | 0.00028 | 0.00905 |
| *Gas7* |  | 2.48 | 4.13 | 0.74 | 0.00129 | 0.02375 |
| *Tfeb* |  | 0.93 | 4.13 | 2.14 | 1.08E-06 | 0.00027 |
| *Hes6* |  | 1.62 | 4.10 | 1.34 | 0.00231 | 0.03303 |
| *Ovol1* |  | 1.07 | 2.56 | 1.25 | 0.00055 | 0.01385 |
| *Hnf1b* |  | 0.69 | 2.13 | 1.63 | 0.00022 | 0.00812 |
| *Zscan10* |  | 0.12 | 1.98 | 4.09 | 1.96E-05 | 0.00188 |
| *Hoxb8* |  | 0.40 | 1.53 | 1.96 | 0.00062 | 0.01489 |
| *Cc2d1a* |  | 0.50 | 1.51 | 1.68 | 0.00045 | 0.01241 |
| *Zfp167* |  | 0.24 | 1.33 | 2.48 | 0.00151 | 0.02586 |
| *Pou2f3* |  | 0.12 | 1.23 | 3.30 | 0.00073 | 0.01671 |

# Supplementary material for: The systemic tumor response to RNase A treatment affects the expression of genes involved in maintaining cell malignancy
**Source:** Oncotarget. 2017 Aug 12;8(45):78796–810. doi: 10.18632/oncotarget.20228
**Supplement:** Supplementary file 5

**Supplementary Table 4:** Down-regulated transcription-related genes in tumor of mice with LLC after RNase A treatment (sorted by Value L_C_)

| **Gene** | **Function** | **Value L_C_, RPKM** | **Value L_R_, RPKM** | **Log2 (L_R_/L_C_)** | **p-value** | **q-value** |
| --- | --- | --- | --- | --- | --- | --- |
| *Bcl9l* | Transcriptional activators and coactivators | 3.37 | 1.46 | -1.21 | 3.76E-06 | 0.00067 |
| *Zmiz2* |  | 2.91 | 1.44 | -1.02 | 0.00187 | 0.02923 |
| *Hipk2* |  | 2.82 | 1.12 | -1.33 | 0.00022 | 0.00801 |
| *Znrd1* | Transcription regulator | 7.98 | 2.79 | -1.52 | 0.00241 | 0.03383 |
| *Sertad2* |  | 7.51 | 4.76 | -0.66 | 0.00171 | 0.02762 |
| *Zfp292* |  | 7.33 | 4.94 | -0.57 | 0.00085 | 0.01824 |
| *Tfe3* |  | 6.59 | 2.97 | -1.15 | 0.00035 | 0.01047 |
| *Chd7* |  | 5.15 | 3.34 | -0.62 | 0.00074 | 0.01684 |
| *Zfp81* |  | 5.14 | 2.34 | -1.13 | 0.00016 | 0.00643 |
| *Rfx5* |  | 2.86 | 1.13 | -1.34 | 8.27E-06 | 0.00103 |
| *Med21* |  | 58.00 | 37.32 | -0.64 | 0.00168 | 0.02737 |
| *Med6* |  | 12.53 | 5.98 | -1.07 | 0.00041 | 0.01178 |
| *Zbtb6* |  | 10.50 | 7.02 | -0.58 | 0.00176 | 0.02807 |
| *Bmp2k* |  | 10.37 | 7.02 | -0.56 | 0.00118 | 0.02236 |
| *Zfp948* |  | 8.67 | 5.13 | -0.76 | 0.00120 | 0.02252 |
| *Esf1* |  | 8.66 | 5.36 | -0.69 | 0.00119 | 0.02244 |
| *Zkscan1* |  | 8.28 | 4.89 | -0.76 | 0.00018 | 0.00710 |
| *Mll1* |  | 7.18 | 5.15 | -0.48 | 0.00358 | 0.04306 |
| *Pias1* |  | 5.00 | 2.83 | -0.82 | 0.00079 | 0.01761 |
| *Kdm6a* |  | 2.50 | 1.18 | -1.08 | 0.00013 | 0.00577 |
| *Zfp7* |  | 2.46 | 1.17 | -1.07 | 0.00317 | 0.04026 |
| *Zfp597* |  | 2.12 | 0.91 | -1.22 | 3.78E-05 | 0.00274 |
| *Zbtb24* |  | 1.95 | 0.86 | -1.19 | 0.00345 | 0.04184 |
| *Prdm10* |  | 1.93 | 0.89 | -1.12 | 0.00238 | 0.03364 |
| *Pak6* |  | 1.90 | 0.39 | -1.72 | 0.00180 | 0.02853 |
| *Kdm5b* |  | 1.89 | 1.01 | -0.90 | 0.00144 | 0.02550 |
| *Spint1* |  | 1.77 | 0.58 | -1.61 | 0.00216 | 0.03229 |
| *Thap7* | Transcriptional repressors and co-repressors | 7.63 | 3.12 | -1.29 | 0.00028 | 0.00905 |
| *Mxd4* |  | 7.02 | 3.37 | -1.06 | 0.00235 | 0.03326 |
| *Tle1* |  | 5.06 | 3.10 | -0.10 | 0.00220 | 0.03265 |
| *Sfmbt1* |  | 3.07 | 1.90 | -0.69 | 0.00362 | 0.04321 |
| *Gtf2h5* | Transcriptional factors | 17.35 | 10.52 | -0.72 | 0.00352 | 0.04258 |
| *Tceb1* |  | 14.37 | 5.37 | -1.42 | 4.51E-06 | 0.00074 |
| *Ccnc* |  | 13.60 | 6.94 | -0.97 | 6.55E-05 | 0.00379 |
| *Top1* |  | 12.25 | 7.94 | -0.63 | 0.00084 | 0.01808 |
| *Adnp* |  | 10.85 | 7.49 | -0.53 | 0.00301 | 0.03888 |
| *Ccnt2* |  | 7.21 | 4.39 | -0.72 | 0.00138 | 0.02472 |
| *Iws1* |  | 4.38 | 2.42 | -0.86 | 1.22E-05 | 0.00138 |
| *Atf7* |  | 3.28 | 1.53 | -1.10 | 0.00050 | 0.01322 |
| *Dlx6* |  | 3.00 | 0.34 | -3.12 | 0.00297 | 0.03870 |
| *Rhox2d* |  | 2.61 | 0.00 | - | 0.00017 | 0.00672 |
| *Gpbp1l1* |  | 2.30 | 0.67 | -1.77 | 8.38E-06 | 0.00103 |
| *Akna* |  | 2.18 | 1.19 | -0.87 | 0.00209 | 0.03155 |
| *Dlx1* |  | 1.69 | 0.51 | -1.73 | 0.00291 | 0.03823 |

How the deposited data were processed for this re-analysis (not part of the article)

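The study compared 1 library of L_C_ (saline) with 1 library of L_R_ (RNase A, 0.7 μg/kg), each from the pooled tumors of 10 mice. The deposited table holds FPKM for each gene and library, which the authors made by mapping 50-nt reads with Bioscope v. 1.3 and by counting with Cufflinks v. 2.0.1. Per the methods of the paper the genome was NCBI37, but the positions in the table are those of GRCm38. The table holds no read numbers, p-values or q-values.

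The log2 ratio L_R_/L_C_ was computed without a pseudocount and with the scale of the deposited values. Counts of changed genes used genes with a mean of at least 1 FPKM and a limit of 1.4-fold. Reads were estimated by dividing each FPKM by the value of 1 read, with the median length of the gene's transcripts less 200 nt, for transcripts of at least 300 nt. The depth this gives is 10328733 reads for L_C_ and 6658720 for L_R_. It sets the exact 95% intervals of the ratios, and 3 reads were taken as the limit that a count of 0 allows. For a gene with at most 3 reads in a library, the reads are given in place of a fold. Transcript lengths, GC content and repeated sequence came from the NCBI37 gene annotation and genome, by gene symbol, and a gene is called uncertain where more than 10% of its 50-nt windows occur elsewhere in the genome.

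The genes named are every gene that the text, Table 2 or Fig. 5 of the paper names and the genes at the ends of each range of Table 1. To these were added the 5 largest and 5 smallest ratios among genes with a mean of at least 5 FPKM, and the 3 most abundant genes of a list as its examples. Other genes are named because they account for a small count or serve as a test, and these were chosen after their values were seen.

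The 33 gene lists covered pathways, gene families, cell type markers and stress responses. Each list with at least 5 genes was set against 10000 random lists in 20 bins of mean expression, which gives a percentile and no p-value. The mitochondrially encoded genes are not in the table, so that list gave no result. Among the remaining lists, the slow muscle fiber genes (5 genes, median log2 ratio 0.16) lay at percentile 88.1 and the fast fiber genes (24 genes, 0.04) at 90.4. The macrophage genes (20 genes, -0.16) lay at percentile 8.42, the fibroblast and matrix genes (20 genes, -0.21) at 4.36 and the erythroid genes (7 genes, 0.24) at 97.2. The proliferation genes (33 genes, -0.04, and 0.04 with the median ratio of all genes set to 1) lay at percentile 65.0, the interferon response genes (21 genes, -0.20) at 18.2, the canonical histone genes (43 genes, -0.17) at 8.56 and the ribosomal protein genes (47 genes, 0.01) at 88.7.

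With 1 library per group, no test between treatments was possible. A binomial test on the estimated reads, with Benjamini-Hochberg adjustment, compared the libraries only. The lists, the filter, the limit and most alternatives were set before the data were examined. The alternatives were a median ratio set to 1, scaling by the 75th percentile, pseudocounts of 0.1 and 1, no filter, a filter at a mean of 5 FPKM, and a limit of 2-fold. Removal of a lowess trend with expression or with GC content and transcript length, 10 bins, and matching on length were also tried. Other transcript lengths, an adjusted p-value under 0.01, and lists without the genes of the supplementary tables or without repeated genes were added after seeing the data.

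The procedure was tested on simulated data. Of 200 genes changed 2-fold, 171 were called, with 6 calls among the unchanged genes. The intervals held the true ratio in 97.2% of 16856 genes. The simulated reads had counting error only and were recovered with the same transcript lengths that made them. The simulation therefore does not test the choice of length or any error beyond counting. Of 200 lists of 25 genes without a shift, 8 lay outside the central 95% of random lists, and of 200 lists shifted by 0.5 on the log2 scale, 194 did. Each simulated gene varied independently, so lists of genes that vary together were not tested. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and numba 0.67.0. The PCR measurements, the gene ontology annotation and the animal data were not analysed here.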

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

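Each gene list here was written before the data were examined, is not discussed as a whole in the paper, and had a median log2 ratio above the central 95% of random lists. The tests of GC content, repeated sequence, read numbers and cell share in this part were chosen only after the result was seen. No replicate exists, so none of these differences can be assigned to the treatment, and differences between the pools of mice were not tested.

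The 71 mitochondrial ribosomal protein genes, none of which the study's tables hold, had a median of 0.03, at percentile 97.9. Their most abundant genes were Mrpl52 (61.5 FPKM in L_C_ and 76.2 in L_R_), Mrpl33 and Mrps12. Repeated sequence is argued against as the whole cause, since the list without repeated genes lay at percentile 98.6. GC content and transcript length cannot be told apart from a change in expression, because removing both trends left the list just inside the central 95%, at 95.8.

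The 11 T and NK cell genes had a median of 0.43, at percentile 99.3. The study's tables hold 5 of them, and 3 are also in the JAK/STAT list. More T and NK cells in the L_R_ pool are argued against, since of the 10 most abundant genes 3 had intervals wholly below 0 (Ccl5, Gzmb and Il21r) and 3 wholly above (Il2rb, Prf1 and Gzmc). Ccl5 fell from 10.6 to 3.19 FPKM. GC content and length are argued against as the whole cause by percentile 99.1 after removal of both trends. The choice of genes by the filter on low values may explain the result, because the list with all its genes above 0 lay at percentile 0.25.

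The 16 endothelial genes had a median of 0.19, at percentile 97.9. None is in another list and the study's tables hold 2, Angpt2 and Robo4. The most abundant were Egfl7 (10.1 and 10.2 FPKM), Pecam1 (10.4 and 8.98 FPKM) and Eng (7.93 and 6.27 FPKM). A lower share of tumor cells would raise the markers of other cell types alike and is argued against by the neutrophil list at percentile 0.01. Few reads per gene cannot be told apart from a change in expression. The genes with a mean of at least 5 FPKM lay at percentile 49.7, but of the 10 most abundant genes 3 had intervals wholly above 0 (Mmrn2, Angpt2 and Plvap) and 0 wholly below. GC content and length stay open too, with percentile 92.8 after removal of both trends.

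The 22 genes of the hypoxia response had a median of 0.16, at percentile 99.5. Of these, 6 are in another list and 3 are in the study's tables (Aldoc, Angptl4 and Higd1a). The most abundant were Slc2a1 (55.5 and 56.7 FPKM), Ldha (39.6 and 55.0 FPKM) and Ndrg1 (39.6 and 43.0 FPKM). GC content and length are argued against as the whole cause by percentile 98.3 after correction. Reads shared with other places in the genome may explain the result, because without repeated genes the list lay at percentile 83.0.

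The 24 genes of the unfolded protein and amino acid stress response had a median of 0.12, at percentile 98.8. Of these, 4 are in another list and 2 are in the study's tables (Chac1 and Trib3). The level of Hspa5, the most abundant, was 273 and 250 FPKM, and that of Atf4 was 119 and 127 FPKM. Both technical explanations tested are argued against as the whole cause, by percentile 97.9 after removal of the GC content and length trends and 98.7 without repeated genes. After removal of the trend with expression the list lay inside the central 95%, at 96.6, so that a stress response is only a hypothesis here.

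The 10 heat shock genes had a median of 0.22, at percentile 97.9 (97.85). The study's tables hold 2, Hsp90aa1 and Hspa1b, and 1 is in another list. The most abundant were Hsph1 (40.3 and 38.5 FPKM) and Dnajb1 (24.8 and 32.9 FPKM). Removal of the GC content and length trends left the list at 94.8, and only 4 genes had at most 10% of windows repeated, too few for a percentile. Neither GC content and length nor shared reads can be told apart from a change in expression.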

How the results depend on the processing

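The tests on transcript lengths, on an adjusted p-value under 0.01, on lists without the genes of the supplementary tables and on lists without repeated genes were chosen only after the result was seen. No paired analysis was possible because each group was 1 pooled library.

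More genes were lower than higher under every alternative tried. The counts moved without the filter (4550 higher and 6166 lower), at a mean of at least 5 FPKM (443 and 734) and with a limit of 2-fold (329 and 552), as the number of genes compared or the limit changed. In the difference test on estimated reads the numbers were 464 higher and 779 lower with the shortest transcripts, 306 and 461 for genes with 1 transcript, and 425 and 781 at an adjusted p-value under 0.01. All genes of the supplementary tables kept their direction under both scalings and both pseudocounts. Akt1 and Araf, near no change, reversed with the median ratio set to 1 (0.0676 and 0.0719) and with 75th percentile scaling (0.0718 and 0.0761), since both scalings shift every ratio upward. Among single genes, 28 other values fell below 1.4-fold.

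The lists are given by percentile, where a value on the other side of 50 is a reversal. Beta-oxidation stayed above the central 95% of random lists under every alternative, from 98.2 to 100.0. For the other lists that changed, the cause was not tested unless a test is given in another part.

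With a pseudocount of 1, oxidative phosphorylation reversed (49.5), the Zfp genes (2.29) and erythroid genes (97.6) moved outside the central 95%, and the endothelial (96.6) and heat shock (97.3) genes moved inside. Without the filter, T and NK cell (0.25) and slow muscle fiber (47.1) genes reversed. The Zfp genes moved outside (0.19), and intrinsic apoptosis (3.99), mitochondrial ribosomal (97.1), endothelial (72.6) and heat shock (91.2) genes moved inside. At a mean of at least 5 FPKM, oxidative phosphorylation (44.9), inositol phosphate metabolism (31.9), Wnt signaling (56.8), endothelial (49.7) and erythroid (44.0) genes reversed. JAK/STAT signaling (1.76), the Zfp genes (1.93), Mediator and general transcription factors (2.10) and ribosomal protein genes (100) moved outside. The TGF-β targets (3.41), mitochondrial ribosomal (93.2), hypoxia (90.1) and heat shock (78.9) genes moved inside.

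With the expression trend removed, oxidative phosphorylation (43.7) and NADPH production (46.9) reversed, the Zfp genes moved outside (2.12), and mitochondrial ribosomal (96.6) and unfolded protein response (96.6) genes moved inside. With the GC content and length trends removed, oxidative phosphorylation (9.89), NADPH production (27.5) and PI3K/AKT signaling (45.8) reversed. The macrophage (1.46) and histone (0.13) genes moved outside, and mitochondrial ribosomal (95.8), endothelial (92.8) and heat shock (94.8) genes moved inside. With 10 bins, oxidative phosphorylation reversed (48.4) and intrinsic apoptosis moved inside (2.81). With matching on length, oxidative phosphorylation (16.4) and NADPH production (36.9) reversed, the Zfp (2.13) and fibroblast (1.75) genes moved outside, and mitochondrial ribosomal (91.7), T and NK cell (97.1) and heat shock (96.3) genes moved inside.

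Without the genes of the supplementary tables, oxidative phosphorylation (36.0), NADPH production (42.1) and Wnt signaling (51.4) reversed. The TGF-β targets (14.6), intrinsic apoptosis (3.48), miRNA biogenesis (7.57), neutrophil (4.58), endothelial (71.3), hypoxia (85.0) and heat shock (91.5) genes moved inside. Here the study had picked the genes left out for their change in these libraries. Without repeated genes, oxidative phosphorylation (22.5) and the histone genes (52.3) reversed, the erythroid genes moved outside the random lists (99.8), and miRNA biogenesis (3.01) and hypoxia (83.0) moved inside.

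The alternative of q under 0.01 was not run because the table holds no q-values, and the slow muscle fiber, T and NK cell and heat shock lists had too few genes left for some alternatives. The depth limits the single-gene results, since the median was 146 reads in L_C_ and 89 in L_R_, and counting error alone would put 355 unchanged genes above and 413 below the limit of 1.4-fold among 9836.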

Differences from the paper's values

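The transcript-length, single-transcript and stricter p-value settings of the difference test named here were chosen only after the values were seen.

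The paper reports 966 differentially expressed transcripts, 322 upregulated and 644 downregulated. The binomial test on estimated reads gave 2064 genes, 741 higher and 1323 lower. The table holds no q-values, so the alternative at q under 0.01, set before the data were examined, was not run. Settings chosen after seeing the values came closer. They gave 1243 genes (464 and 779) with the shortest transcripts and 1206 genes (425 and 781) at an adjusted p-value under 0.01. Among genes with 1 transcript the number was 767 (306 and 461). Only 6797 genes were tested there, against 17797 with the median transcript length, so this smaller number is not closer to the paper's in a comparable way.

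The paper gives 53000000 reads for L_C_ and 31000000 for L_R_, and the FPKM correspond to 10328733 and 6658720 reads. None of the alternatives set before the data were examined changes these numbers. The paper's text counts 11 downregulated genes of the Wnt pathway, and 7 of the genes in its supplementary table carry that pathway and were lower. No alternative changes this number. Smaller differences between its text and supplementary tables were 6 against 5 upregulated Wnt genes and 12 against 10 downregulated apoptosis genes. For upregulated genes of cell adhesion they were 8 against 9, and of angiogenesis 2 against 3. For Pak6 in L_C_ the supplementary table gives 1.9 and the deposited value is 1.29 FPKM. For Tle1 the paper's supplementary table gives a log2 ratio of -0.1 and the deposited values give -0.71. The deposited 5.06 and 3.09 FPKM nearly equal the expression values printed in the same row, so the gap lies in the printed log2 ratio only. None of the alternatives set before the data were examined closed the gap (-0.63 with the median ratio set to 1, -0.62 with 75th percentile scaling, -0.69 and -0.56 with pseudocounts of 0.1 and 1).

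In its discussion the paper describes Trib3 as downregulated, and Trib3 rose from 7.68 to 12.2 FPKM. The paper describes oxidative phosphorylation and inositol phosphate metabolism as upregulated and the formation of NADPH as slightly upregulated. The medians of the whole lists were -0.05, -0.06 and -0.04 as deposited, and 0.03, 0.02 and 0.04 with the median ratio set to 1. The paper describes calcium signaling as downregulated, and 3 of its listed genes were higher and 2 lower. Fig. 5 colors Akt1, Pik3ca, Araf and Map2k1 as changed, where the log2 ratios were -0.01, -0.16, -0.01 and -0.18.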

Other observations

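The tests in this part were chosen only after the result was seen, except those on muscle and on neutrophils, which were set beforehand.

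More genes were lower than higher in L_R_. Counting error is argued against by a ratio of 1.16 for unchanged genes drawn at the estimated reads. Transcript length is argued against as the whole cause, since the shorter genes (below the median length) still had 1.31 lower per higher, or 56.8% lower (interval 54.3 to 59.3), where unchanged genes give 53.5%. A single wrong factor between the libraries cannot be told apart from a broad decrease, because setting the median ratio to 1 balances the numbers by construction (1.08 genes lower per gene higher). Such a factor leaves the trend with GC content, which after that step still gave 2.63 lower per higher in the octile of lowest GC content and 0.62 in that of highest. If the scale is right, GC content may explain the excess. Genes above the median GC content had 1.15 lower per higher, or 53.4% lower (interval 50.6 to 56.1), as for unchanged genes (53.5%), and those below it had 2.48. Removing the trends with GC content and length left 62.7% of the changed genes lower, but the removal keeps the median ratio and so does not decide this. The trend with GC content was not traced to a step of the preparation.

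The genes listed as upregulated in the supplementary tables had a median GC content of 54.3% and those listed as downregulated 48.5%. GC content and transcript length are argued against as the whole cause of their changes, because 93.4% of the listed genes past 1.4-fold that have a GC content and a mean of at least 1 FPKM stayed past 1.4-fold with both trends removed. For beta-oxidation the percentile was 100.0 after removal of both trends and 99.9 without repeated genes. The TGF-β targets lay at 0.94, intrinsic apoptosis at 0.45 and miRNA biogenesis at 0.80 after removal of both trends. GC content and length are therefore argued against as the whole cause of these 4 list results. For miRNA biogenesis without repeated genes the percentile was 3.01, so that a part of shared reads cannot be told apart.

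The 18 neutrophil genes had a median of -0.46, at percentile 0.01, and 5 of them are in the study's tables. The most abundant were S100a8 (876 FPKM in L_C_ and 790 in L_R_), S100a9 (270 and 188 FPKM) and Il1b (61.2 and 38.2 FPKM). GC content and length are argued against as the whole cause by percentile 0.10 and shared reads by 0.02. Fewer neutrophils in the L_R_ pool may explain the decrease, since all of the 10 most abundant genes were lower and 7 had intervals that held their median of -0.40. The 3 others were S100a8, which fell less, and Il1b and Lcn2, which fell more. Without the genes of the study's tables the percentile was 4.58. Fewer leukocytes of every kind cannot be ruled out, because the other markers were mixed. Of the 10 most abundant macrophage genes 7 were lower, 5 of them with intervals wholly below 0, and 2 (C1qa and C1qc) had intervals wholly above. The macrophage list lay at percentile 8.42, and at 1.46 after removal of the GC content and length trends. The T and NK cell list lay at 99.3 with the filter on low values and at 0.25 without it. Of the 11 JAK/STAT genes listed as downregulated, Csf3r is in the neutrophil list and Ccl5, Il21r and Il7r are in the T and NK cell list. Of the 11 MAPK genes listed as downregulated, 4 (Ccl5, Cd14, Il1b and Il1r2) are in the leukocyte marker lists used here. Altogether 10 of 161 listed downregulated genes and 1 of 119 upregulated genes are in these lists. The lists do not hold every gene of leukocytes, so these numbers can be too low.

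The tumors grew in thigh muscle. An unequal share of thigh muscle in the pools is argued against, because of the 10 most abundant fast fiber genes 2 had intervals wholly above 0 (Des and Tnnc2) and 3 wholly below (Tpm1, Mylpf and Eno3). The level of Tpm1, the most abundant, was 197 and 161 FPKM.

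Small RNA genes took most of the FPKM sum, which the value of 1 read in genes shorter than the 200 nt taken off may explain. The 5th percentile of small RNA genes above 0 was 54.2 FPKM in L_C_, against 0.0643 FPKM for coding genes. Ribosomal protein genes stood low. Those with more than 50% of windows repeated had a median of 1.22 FPKM in L_C_, and those with at most 10% had 4.24 FPKM, so that shared reads cannot be told apart from other causes. Gapdh, with 50.3% of windows repeated, had 0.938 and 0.727 FPKM, and Actb had 217 and 218 FPKM.

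Of 11 let-7 precursor genes, 9 were lower in L_R_, Mirlet7a-1 and Mirlet7b were higher, and Mirlet7g was listed at 0 in L_R_. Few reads per gene may explain the differences, because in 8 of them the ratio equals that of at most 20 whole reads in each library. Among all 192 microRNA genes above 0, 122 were lower and 70 higher, but 66 of the former were at 0 in L_R_ and 31 of the latter at 0 in L_C_. Among the 95 above 0 in both libraries, 56 were lower and 39 higher. These are values of precursor genes and not of mature miRNAs. The paper made its libraries from the long RNA fraction, separated from the short RNA. The values may therefore not reflect the levels of the precursors in the tumors either. The reference genes of the PCR had log2 ratios of 0.06 (Hprt, 58.5 and 60.9 FPKM) and -0.10 (Ywhaz, with 39.2% of windows repeated).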
